# Environmental regulation of male fertility is mediated through Arabidopsis transcription factors bHLH89, 91, and 10

**DOI:** 10.1093/jxb/erad480

**Published:** 2023-12-08

**Authors:** Jordan K Robson, Alison C Tidy, Stephen G Thomas, Zoe A Wilson

**Keywords:** Anther, Arabidopsis, bHLH, fertility, light, male sterility, pollen, tapetum

## Abstract

Formation of functional pollen and successful fertilization rely on the spatial and temporal regulation of anther and pollen development. This process responds to environmental cues to maintain optimal fertility despite climatic changes. Arabidopsis transcription factors basic helix–loop–helix (bHLH) 10, 89, and 91 were previously thought to be functionally redundant in their control of male reproductive development, however here we show that they play distinct roles in the integration of light signals to maintain pollen development under different environmental conditions. Combinations of the double and triple bHLH10,89,91 mutants were analysed under normal (200 μmol m^–2^ s^–1^) and low (50 μmol m^–2^ s^–1^) light conditions to determine the impact on fertility. Transcriptomic analysis of a new conditionally sterile *bhlh89,91* double mutant shows differential regulation of genes related to sexual reproduction, hormone signal transduction, and lipid storage and metabolism under low light. Here we have shown that bHLH89 and bHLH91 play a role in regulating fertility in response to light, suggesting that they function in mitigating environmental variation to ensure fertility is maintained under environmental stress.

## Introduction

Formation of functional pollen and subsequent successful fertilization rely upon the spatial and temporal regulation of anther and pollen development. The tapetum plays an important role in this through the regulation of meiotic progression and the coordination, synthesis, and secretion of the pollen wall. Genetic control of Arabidopsis tapetum development involves a series of complex interacting regulatory networks containing feedback and feedforward loops (Zhu *et al.*, 2011; Ferguson *et al.*, 2017) in which several transcription factors are known to play key roles including the pivotal basic helix–loop–helix (bHLH) transcription factors DYSFUNCTIONAL TAPETUM1 (DYT1; Zhang *et al*., 2006) and ABORTED MICROSPORES (AMS; Sorensen *et al.*, 2003). DYT1 regulates AMS via DEFECTIVE IN TAPETAL DEVELOPMENT AND FUNCTION 1 (TDF1), a putative R2R3 MYB transcription factor (Zhu *et al.*, 2008; Gu *et al*., 2014), and AMS in turn influences expression of the PHD-finger motif protein MALE STERILE1 (MS1; Wilson *et al.*, 2001) through MYB103/MS188, another R2R3 MYB protein (Zhang *et al.*, 2007; Lu *et al.*, 2020). DYT1 and AMS have also been shown to interact with three additional bHLH proteins: bHLH10, bHLH89, and bHLH91 (Xu *et al.*, 2010; Feng *et al.*, 2012).

Previous studies demonstrated that bHLH10, 89, and 91 are functionally redundant in anther development, regulating control of callose deposition and pollen wall formation (Zhu *et al.*, 2015). The *bhlh* single mutants have been shown to be fully fertile and morphologically indistinguishable from wild-type (WT) Col-0, while the double and triple *bhlh* mutants have increasingly defective anther development. The double mutants *bhlh089 bhlh091* and *bhlh089 bhlh010* have been reported as having reduced numbers of mature pollen grains, whereas the triple *bhlh089 bhlh010 amiR-bHLH091* mutant is completely male sterile, with smaller anthers and shorter filaments (Zhu *et al.*, 2015). Transverse sections of the triple *bhlh* mutant anthers and early anthers of the *bhlh089 bhlh010* double mutant showed abnormally large and disorganized tapetal cells with increased vacuolation at stage 6 (microspore meiosis) and notably thinner callose walls which exhibited delayed degradation. In *bhlh089 bhlh091* and late *bhlh089 bhlh010* anthers, the tapetal cell size was observed to be uneven and the tapetum layer less organized than those of the WT (Zhu *et al.*, 2015). These tapetum defects are similar to those observed in the male-sterile *dyt1* and *ams* mutants, which have large, vacuolated tapetum layers (Sorensen *et al.*, 2003; Zhang *et al.*, 2006; Xu *et al.*, 2010); *dyt1* mutant meiocytes have thinner callose walls as in the *bhlh089 bhlh010* mutant (Zhang *et al.*, 2006), and the *ams* mutant has irregular sized tapetum cells which exhibit delayed degradation (Xu *et al.*, 2010). Beyond tapetal defects, the *bhlh089 bhlh010* double mutant pollen has thinner and more uneven exine and intine layers (Lai *et al.*, 2022).

bHLH89, 91, and 10 were previously shown to interact with AMS and DYT1 in yeast two-hybrid (Y2H) and glutathione *S*-transferase (GST) pull-down assays (Xu *et al.*, 2010; Feng *et al.*, 2012). Models indicate that the dimerization of DYT1 and AMS with bHLH10, 89, and 91 may be competitive, with DYT1–bHLH complexes forming earlier (Ferguson *et al.*, 2017), and in DYT1’s case bHLH dimerization is required for its function and nuclear localization (Cui *et al.*, 2016).

Despite the high sequence similarity and functional redundancy indicated by the *bhlh89*, *91*, and *10* mutant phenotypes, these bHLHs have been shown to play distinct roles in activating downstream transcription (Cui *et al.*, 2016; Lai *et al.*, 2022). Different combinations of bHLH89/91/10 with DYT1 showed differential transcriptional activation; the DYT1–bHLH89 heterodimer, for example, bound to the MYB35 promoter to strongly activate expression, whereas DYT1–bHLH10 and DYT1–bHLH91 heterodimers showed lower activation capabilities (Cui *et al.*, 2016).

Recent studies have shown that *bhlh089 bhlh010* and *bhlh089 bhlh091* double mutants exhibit conditional sterility in response to high temperatures (Fu *et al.*, 2020) In this study we characterize new alleles of *bhlh89,91* and *bhlh89,10* double mutants and show that *bHLH89*, *bHLH10*, and *bHLH91* are not fully redundant but have distinct impacts on fertility. They present novel responses to environmental conditions with a distinct light-sensitive male sterility phenotype, manifesting in an extended sterility phenotype in early flowers under low light conditions.

Light is known to influence male reproductive development in terms of day length and the duration of light exposure, but additionally light intensity has been shown to affect the initiation of flowering via phytochrome-mediated pathways involving PHYTOCHROME INTERACTING FACTORS (PIFs), a class of bHLH proteins (Franklin, 2008; Wit *et al.*, 2016). There have been few studies into the effects of light on reproductive development beyond floral transition; to date, only MYB33, MYB65, YET ANOTHER KINASE1 (YAK1), and HEAT SHOCK PROTEIN-RELATED (HSPR) have a reported link between light and male fertility in Arabidopsis (Millar and Gubler, 2005; Huang *et al*., 2017; Yang *et al.*, 2020). *yak1* mutants have shorter siliques and reduced seed number, and this phenotype is intensified under low light intensity (50 µmol m^–2^ s^–1^; Huang *et al*., 2017). Likewise, the *hspr* mutant flowers later, with reduced pollen viability and seed set in low light conditions (20–60 µmol m^–2^ s^–1^; Yang *et al.*, 2020). Anthers from the Arabidopsis GAMYB-Like *myb33 myb65* double mutant exhibit a hypertrophic tapetum and a pre-meiotic block in microspore development, resulting in plants that are partially male sterile. However, full fertility is restored to *myb33 myb65* under high light intensities (330 µmol m^–2^ s^–1^) and low temperatures (16 °C; Millar and Gubler, 2005).

Here we show that *bhlh89,91* and *bhlh89,10* mutants exhibit increased sterility in response to not only high temperatures but also low light. When grown under low light conditions, both *bhlh* double mutants show prolonged initial sterility characterized by minor changes in tapetum phenology and striking defects in pollen wall patterning. We further report transcriptomic changes in pre-mitotic flower buds under changing light intensities which suggest an important role for tapetum bHLHs in maintaining pollen fertility under adverse conditions.

## Materials and methods

### Plant materials and growth conditions

*Arabidopsis thaliana* Columbia (Col-0) (WT) ecotype and mutants were sown onto a 3:1 mix of Levington M3 compost:vermiculite with T34 biological control. However, recent experiments looking at the effects of higher temperature and light levels were carried out on a 3:1 mix containing Klasmman BP substrate instead of Levington M3.

T-DNA insertion lines were obtained from SALK and GABI-KAT collections at the Nottingham Arabidopsis Stock Centre. Lines used in this study were GK-055H02 for *bhlh10*, SALK-123106 for *bhlh89*, and GK-345C06 for *bhlh91.* These lines were crossed to produce the double mutants *bhlh89,10* and *bhlh89,91.* The triple mutant line *bhlh089 bhlh010 amiR-bHlH091* was obtained from Zhu *et al.* (2015).

Plants were grown at 21 °C (16 h days under fluorescent lighting, with a 4:4:1 ratio of red:green:blue light). At the onset of flowering, just before bolting, plants were moved to different environmental treatments. In normal light conditions, plants were illuminated with a photosynthetic photon flux density (PPFD) of 205 (±8.6 SD) µmol m^–2^ s^–1^, while the low light plants received 53 (±5) µmol m^–2^ s^–1^ PPFD through use of net shading. For high temperature treatment, plants were transferred to 28 °C. Light availability and spectra were recorded by a Li-180 Spectrometer (Licor) at the plant base. Trays were rotated weekly to minimize localized environmental effects.

### Phenotypic characterization

Fully developed siliques were measured from the pedicel contact point to their tip. Lengths were recorded over developmental time from the earliest silique (position 1) to the most recent.

### Imaging anther cross-sections

Inflorescences were vacuum infiltrated for 30 min and fixed overnight at 4 °C in 4% (v/v) paraformaldehyde in phosphate-buffered saline (PBS) then washed twice in PBS. Dehydration was carried out by an ethanol series (2 × 10 min in 50, 70, 90, and 100% v/v) and 2 × 10 min in 100% propylene oxide. Inflorescences were soaked for 30 min in 3:1 propylene oxide:TAAB Low Viscosity (TLV) resin solution and overnight in 1:1 propylene oxide:TLV resin. Samples were transferred into 100% TLV resin for 2.5 h twice, and then embedded in fresh TLV resin to polymerize at 60 °C for 2 d.

Semi-thin (500 nm) sections were prepared using a Leica EM UC6 Ultramicrotome fitted with a glass knife, and stained with toluidine blue in 1% (v/v) sodium borate, before imaging by bright-field microscopy using a Leica DM5000b.

For TEM, inflorescences were fixed overnight at 4 °C in 3% (v/v) glutaraldehyde in 0.1 M cacodylate buffer then washed and stored in 0.1 M cacodylate buffer. Samples were stained for 1 h in 1% (v/v) osmium tetroxide, washed twice in dH_2_O, and soaked for 1 h in the dark at 4 °C in 2% (v/v) aqueous uranyl acetate. Dehydration and resin embedding was then carried out as above.

Ultra-thin sections (90 nm) were cut with a Leica EM UC6 Ultramicrotome fitted with a diamond knife, and then flattened using a heated element and collected onto 200-mesh carbon-coated copper grids (EM Resolutions Ltd) and left to dry. Sample matrices were placed on a droplet of saturated uranyl acetate in 50% (v/v) ethanol for 5 min then vigorously washed twice in 50% (v/v) ethanol and once in dH_2_O. Grids were subsequently placed on a droplet of Reynold’s lead citrate, surrounded by sodium hydroxide pellets, for at least 5 min and then washed twice in dH_2_O. Ultra-thin sections were then imaged using an FEI Tecnai 12 BioTwin transmission electron microscope.

### Scanning electron microscopy

Dehisced anthers were imaged using the FEI Quanta 650 ESEM at University of Nottingham’s Nanoscale and Microscale Research Centre (nmRC).

### Staging of buds

Buds were imaged using a Stemi SV6 stereomicroscope (Zeiss) and measured from their tip to the pedicel using ZEN lite software (Zeiss). Isolated anthers were stained in 3 µg ml^–1^ DAPI in 50% (v/v) glycerol, pressed to release microspores, and left for >16 h in darkness at 4 °C to allow the stain to infiltrate the microspores. Stages of meiosis were observed using the A4 fluorescence cube of a Leica DM5000b microscope.

### Quantitative reverse transcription–PCR

Total RNA was extracted from inflorescences using an RNeasy Mini Kit with on column DNase treatment (Qiagen). A 1 µg aliquot of cDNA was synthesized from the RNA using SuperScript III Reverse Transcriptase (ThermoFisher) and tested for gDNA contamination with the –RT controls by PCR using RedTaq DNA Polymerase (VWR) with reference PP2A3 primers (Supplementary Table S1).

Quantitative reverse transcription–PCR (qRT–PCR) was performed using PowerUp SYBR Green Master (Applied Biosystems) and the primers listed in Supplementary Table S1, with expression changes detected by a LightCycler 480 (Roche Life Science). To calculate relative gene expression (E), Ct values were adjusted according to pre-calculated primer efficiencies (x) and then normalized to the housekeeping gene PP2A3 (H) using the equation: E=100×^H–Ct^, since PP2A3 expression was stable across different experimental conditions (Supplementary Fig. S1). Expression data are from 3–6 biological replicates, with each biological replicate consisting of the mean of three technical replicates; statistical testing was carried out by two-way ANOVA with Tukey post-hoc tests.

### RNA isolation and RNA-sequencing

RNA was isolated from pre-mitotic buds, containing anther stages 1–10, from four factor groups (*bhlh89,91* Low, *bhlh89,91* Norm, Col-0 Low, and Col-0 Norm), each with four biological replicates, using the RNeasy Kit (Qiagen) and sequenced using the BGISEQ-500 platform (BGI).

Clean reads were mapped to *Arabidopsis thaliana* Reference Transcript Dataset 2 (AtRTD2; Zhang *et al.*, 2017) using the Salmon tool on UseGalaxy.eu (Patro *et al.*, 2017). The 3D-RNASeq app was used for differential expression analysis (Calixto *et al.*, 2018; Guo *et al.*, 2019). Read counts and transcripts per million reads (TPMs) were generated using tximport R package version 1.10.0 and the length scaled TPM method (Soneson *et al.*, 2016). Low expressed transcripts and genes were filtered based on analysis of the data mean variance trend, with an optimal filter of low expression set at ≥1 of the 16 samples with a count per million reads (CPM) ≥1. The TMM method was used to normalize gene and transcript read counts to log_2_-CPM (Bullard *et al.*, 2010). Batch effects were checked for using a principal component analysis (PCA) plot and showed that the RNA-seq dataset did not have distinct batch effects. The Limma R package was used for 3D expression comparison of contrast groups (Law *et al.*, 2014; Ritchie *et al.*, 2015); the log_2_ fold change (log_2_FC) of gene/transcript abundance was calculated based on contrast groups, and the significance of expression changes was determined using *t*-test. *P*-values of multiple testing were adjusted by the Benjamini–Hochberg method to correct the false discovery rate (FDR) (Benjamini and Yekutieli, 2001). A gene/transcript was significantly differentially expressed in a contrast group if it had an FDR-adjusted *P*-value (*q*) <0.01 and log_2_FC ≥1.

Hierarchical clustering was used to partition the differentially expressed genes (DEGs) into 10 clusters based on Euclidean distance and the ward.D clustering algorithm, and heatmaps were generated using ComplexHeatmap R package version 1.20.0 (Gu *et al*., 2016). Gene Ontology (GO) and Kyoto Encyclopaedia of Genes and Genomes (KEGG) pathway enrichment analysis was performed using the online Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.8 (https://david.ncifcrf.gov/home.jsp) (Huang *et al*., 2009a, b). Mapping of expression changes to KEGG pathways was carried out with Pathview in R (Luo and Brouwer, 2013).

## Results

### Fertility of *bhlh* double mutants is reduced in low light

T-DNA insertion lines of *bhlh89* (SALK-123106), *bhlh91* (GK-345C06-016233), and *bhlh10* (GK-055H02-012479) were crossed to obtain double knockout mutants: *bhlh89,91* and *bhlh89,10*, whilst the triple mutant *bhlh089 bhlh010 amiR-bHLH091* was provided by Zhu *et al*. (2015) (Supplementary Fig. S2).

Fertility of the lines was determined through silique length measurements which correlated to seed set (Supplementary Fig. S3). As previously reported (Zhu *et al*. 2015), under normal growth conditions single mutants developed as WT (Supplementary Fig. S4), and the triple mutant was fully sterile with short empty siliques; however, both double mutants exhibited partial sterility in early flowers with later restoration of fertility indicated by long, filled siliques (Fig. 1A). Typically, the first 4–5 siliques to develop in Col-0 (WT) are shorter with reduced seed set, whilst normal seed set and silique development occurs in the subsequent flowers. However, both the *bhlh89,10* and *bhlh89,91* mutants exhibited a delay in this onset of fertility, with stunted silique development until approximately position 10 in the *bhlh89,10* mutant and position 18 in the *bhlh89,91* mutant (Fig. 1B). Notably, siliques of both *bhlh* double mutants remained significantly shorter due to reduced seed set than Col-0 when full fertility has been ‘recovered’ [ANOVA, *F*(2,279)=309, *P*<0.0001], both achieving, on average, a final length of 13–14 mm compared with 17 mm in Col-0.

**Fig. 1.**
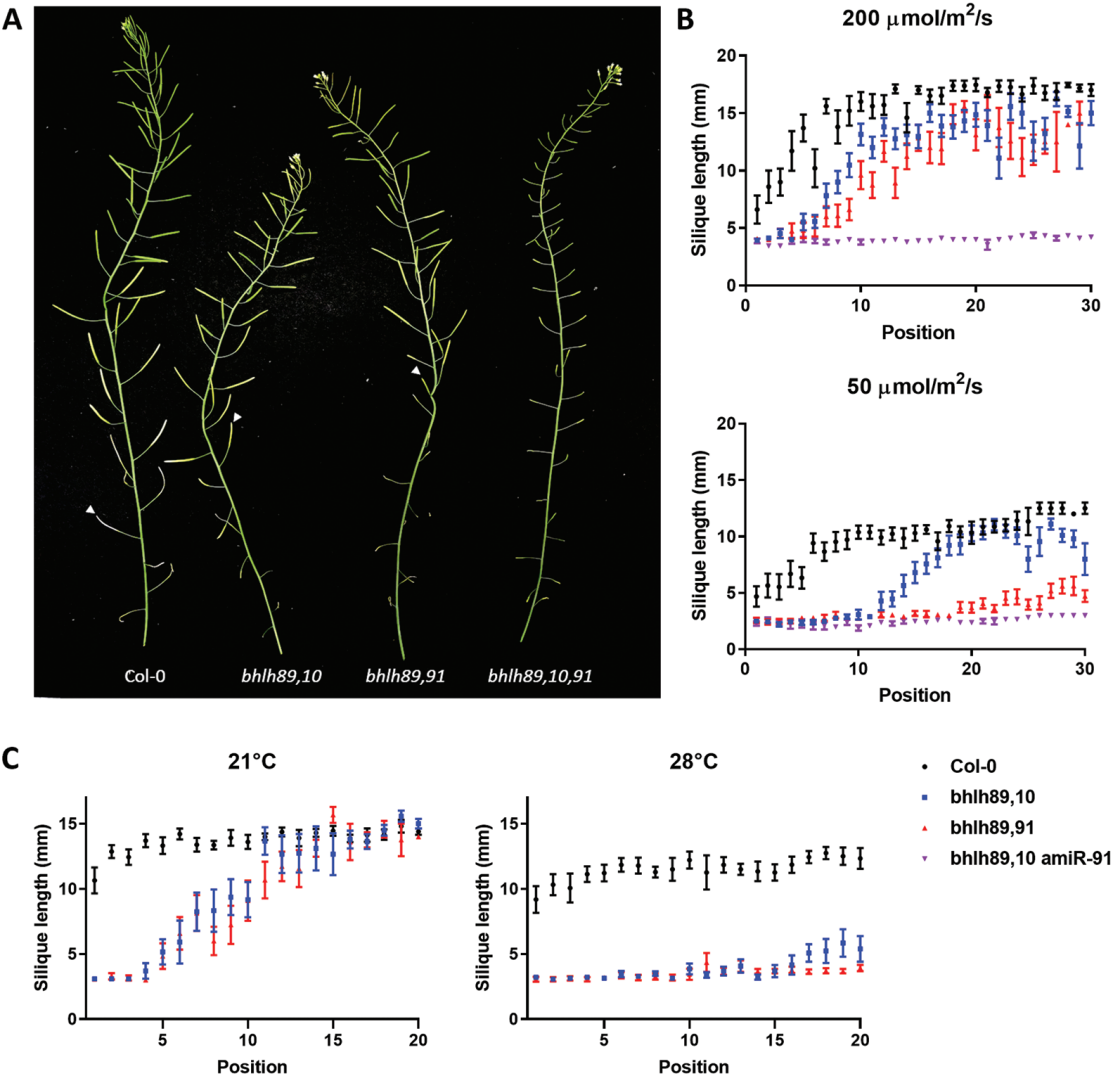
Characterization of *bhlh* double and triple mutants. (A) Delayed onset of fertility in *bhlh* double mutants compared with Col-0, grown in normal conditions (200 µmol m^–2^ s^–1^), is highlighted by a white arrow at the first fertile silique; the triple *bhlh89,10,91* mutant remained completely sterile throughout development. (B and C) The effect of low light (50 µmol m^–2^ s^–1^) (B) and 28 °C heat (C) on fertility, measured by silique length across the flowering stem; both elicit prolonged initial sterility in the *bhlh* double mutants. Mean values and the SE are plotted.

To assess the effect of light on fertility, we grew Col-0, and *bhlh89,10*, *bhlh89,91*, and *bhlh089,bhlh010,amiR-bHLH091* mutants under standard conditions until bolting (light levels of 200 µmol m^–2^ s^–1^), at which point they were maintained under these conditions or transferred to low intensity light (50 µmol m^–2^ s^–1^), with an identical spectrum (Supplementary Fig. S5).

The fertility of all lines tested was reduced under low light conditions, except the *bhlh089,bhlh010*,*amiR-bHLH091* triple mutant, which was already fully sterile under normal light conditions and was unaffected by reducing the light intensity (Fig. 1B). In the WT, a final silique length of 12 mm on average was observed in low light, compared with 17 mm in normal light conditions (Fig. 1B), equating to a 28% reduction in maximum seed set (Supplementary Fig. S3). In low light, the *bhlh89,10* mutant remained sterile for longer than in normal light conditions, but fertility was eventually restored by approximately flower position 20, compared with position 10 under normal light, reaching an average final length of 10 mm. However, in low light, there was only minimal rescue of fertility observed in the *bhlh89,91* mutant, which was not restored to levels observed in Col-0 [ANOVA, *F*(3,444)=173, *P*<0.0001]. While the *bhlh10* single mutant showed no increase in initial sterility in response to low light, the *bhlh89* and *bhlh91* single mutants exhibited a minor delay in onset of fertility compared with Col-0; however, WT levels of fertility were established by position 7 (Supplementary Fig. S4). Under increased light levels (300 µmol m^–2^ s^–1^), both *bhlh89,10* and *bhlh89,91* double mutants were more fertile, with a reduced period of initial sterility (Supplementary Fig. S6).

Since a recent study by Fu *et al.* (2020) showed that a *bhlh089 bhlh010* mutant was hypersensitive to heat, we further tested the impact of heat stress on rescue of fertility in our *bhlh* double mutants and found that a 28 °C moderate heat stress elicited a similar, but more severe, prolonged period of sterility to that of low light, with some later recovery in the *bhlh89,10* mutant leading to seed production that was not seen in *bhlh89,91* (Fig. 1C, D).

### Microspore development in *bhlh* double mutants is unaffected by light until pollen mitosis I

Inflorescences were harvested from plants growing in normal and low light conditions; individual buds were measured and microspores isolated and stained with DAPI to assess how light and the bHLH mutations affect microspore development. Bud length has previously been shown to be indicative of developmental progression (Higgins *et al.*, 2014). No significant difference was found between the lengths of Col-0 and *bhlh* mutant buds at any stage of microspore development in either light condition (Supplementary Fig. S7A, B, restricted maximum likelihood *F*=0.1, *P*>0.05). However, in normal versus low light conditions, bicellular stage Col-0 buds were significantly smaller in low light conditions than those grown in normal light (Supplementary Fig. S7C; *P*=0.02, df=12, *t*=2.6). No significant difference was recorded in the length of buds from plants grown under different light conditions in the *bhlh89,91* or *bhlh89,10* double mutants; however, in low light conditions, microspore development aborted after the bicellular microspore stage in *bhlh89,91* buds and after the single microspore stage in early *bhlh89,10* buds (Supplementary Fig. S7D–F).

### *bhlh* double mutants exhibit defective microspore development

SEM of mature pollen revealed that normal pollen shape and exine patterning were maintained in Col-0 in both light conditions (Fig. 2A, D). However, whilst *bhlh* double mutant pollen develops like Col-0 under normal light conditions (Fig. 2A–C), under low light both *bhlh89,10* and *bhlh89,91* double mutants show defective pollen exine patterning (Fig. 2E, F). The *bhlh89,10* mutant showed highly irregular exine deposits and abnormal indentation, whereas *bhlh89,91* exine deposition was regular but pollen was misshapen, collapsed, and formed aggregated clumps, and was non-viable according to Alexander staining (Supplementary Fig. S8). TEM imaging suggests that these pollen wall defects originate pre-mitosis, with unicellular *bhlh89,91* microspores showing a callose wall that had not fully degraded and reduced electron-dense baculae (Supplementary Fig. S9).

**Fig. 2.**
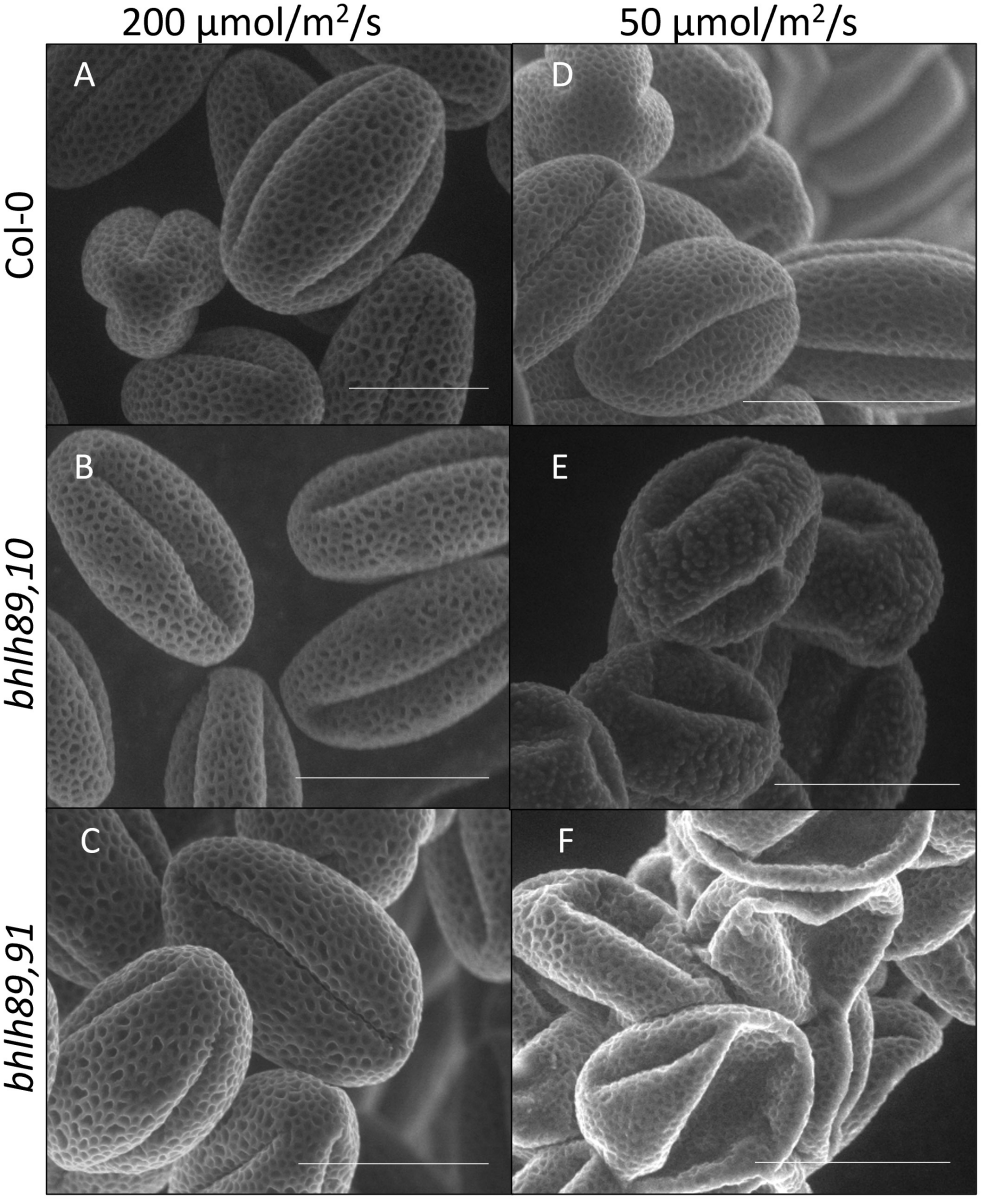
SEM images of pollen surfaces of Col-0 and *bhlh* double mutants grown under normal (200 µmol m^–2^ s^–1^; A–C) and low (50 µmol m^–2^ s^–1^; D–F) light conditions. Scale bar=20 µm.

To further explore developmental differences in *bhlh89,91* versus Col-0 low light response, semi-thin anther sections were stained with toluidine blue (Fig. 3; Supplementary Fig. S10). At the tetrad stage, the tapetum of *bhlh89,91* appeared to be more vacuolated and separated from cell walls in comparison with Col-0 in low light (Supplementary Fig. S10). At the tricellular stage, just prior to anthesis, microspores which developed under low light in the *bhlh89,91* mutant were also more vacuolated, and a significant number of microspores were completely collapsed (Fig. 3H). Based upon Nile red staining, there were no discernible differences in lipid accumulation within tricellular pollen (Supplementary Fig. S11).

**Fig. 3.**
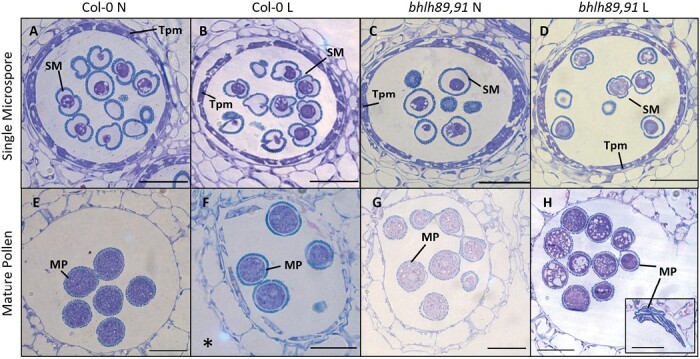
Semi-thin sections of Col-0 and *bhlh89 bhlh91* double mutant anthers, in normal (N) and low (L) light conditions in single microspores (A–D) and mature pollen (E–H). The *bhlh* mutant shows accumulation of globular lipid bodies in mature pollen especially under low light, and pollen collapse (H, inset). *Note that Col-0 L mature pollen (F) is viewed at a slightly earlier stage, prior to complete degradation of the tapetum, compared with (E), (G). and (H). Tpm, tapetum; SM, single microspore, MP, mature pollen. Scale bars=50 μm.

### bHLH transcription is reduced in low light

Within the *bhlh* double mutants, the T-DNA inserts are all located in the first exon of the *bHLH* genes (Supplementary Fig. S2) and were expected to cause loss-of-function mutations. Expression of *bHLH10*, *89*, and *91* transcripts within each of the *bhlh* double and triple mutants under both light and temperature conditions was assessed through qRT–PCR. Under normal growth conditions, *bHLH89* and *bHLH91* levels were knocked down to 12% and 0.3%, respectively, of WT levels in the new *bhlh89,91* mutant background, whilst in the *bhlh89,10* mutant *bHLH10* was reduced to 23% and *bHLH89* to 14% (Fig. 4A). Transcriptional and translational spatio-temporal expression patterns were unchanged by low light (Supplementary Figs S12, S13). qRT–PCR expression analysis further suggested that knocking out two of the three *bHLH* genes does not alter the expression of the remaining *bHLH* [ANOVA, *F*(1,14)=0.41, *P*>0.05, Fig. 4A].

**Fig. 4.**
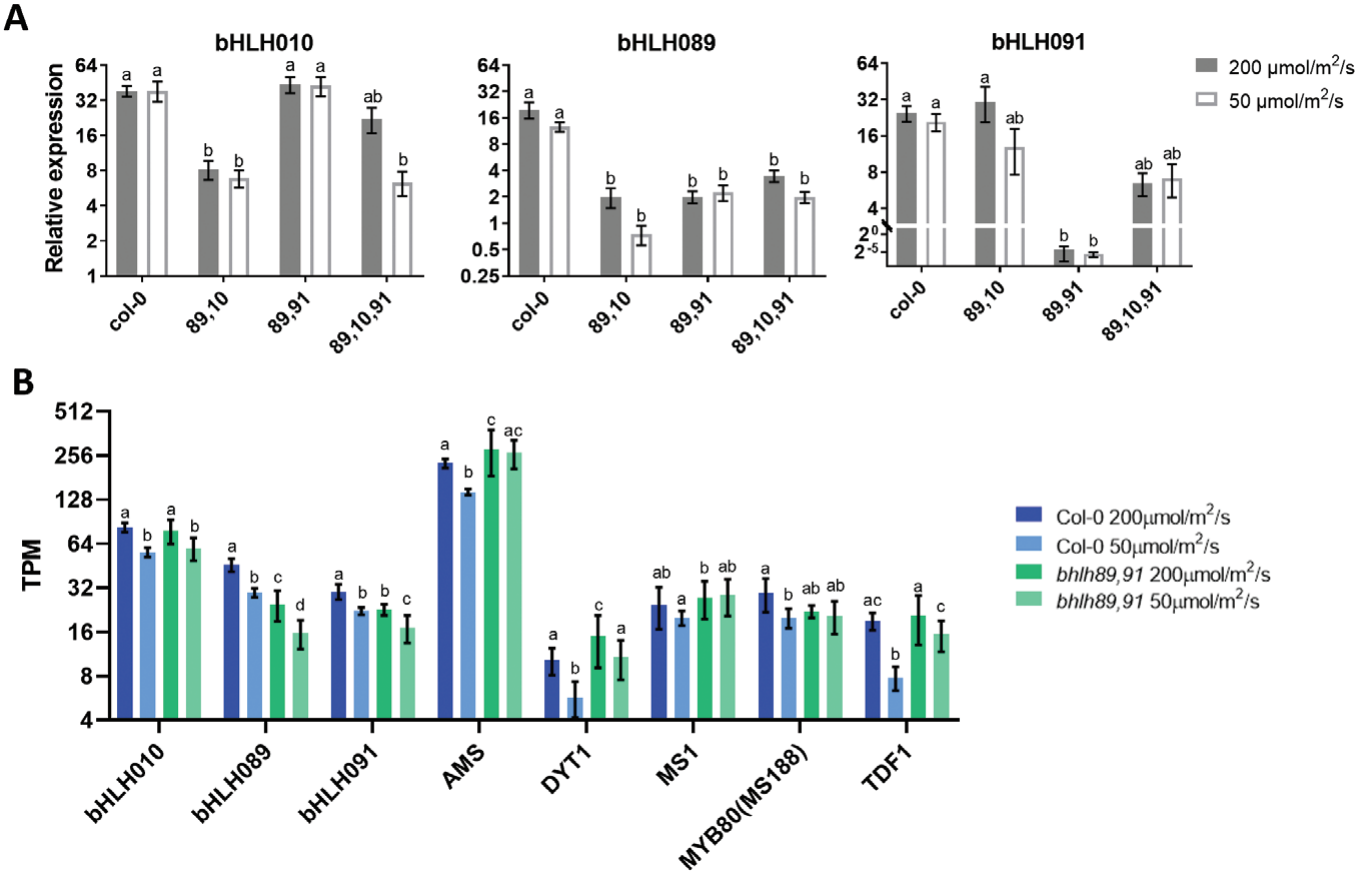
Gene expression changes under altered environments and genetic backgrounds. (A) Relative expression of bHLH genes in Col-0 and *bhlh* mutant lines under normal (200 µmol m^–2^ s^–1^) and low (50 µmol m^–2^ s^–1^) light conditions, as determined by qRT–PCR. Significant differences in expression (*P*<0.05) are highlighted with letters according to two-way ANOVA with a Tukey post-hoc test. (B) The effect of light on expression of key tapetum transcription factors in Col-0 and *bhlh89,91* according to RNA-seq. Gene expression is shown as mean transcripts per million (TPM). Letters represent significant differential expression within each gene, *q*<0.05 according to Benjamini–Hochberg correction of the false discovery rate. Error bars represent the SE of four biological replicates.

Transcriptomic analysis was conducted to investigate the molecular mechanisms behind the environmentally sensitive genetic male sterility (EGMS) in the more sensitive *bhlh89,91* mutant. RNA was isolated from pre-mitosis I stage buds from Col-0 and *bhlh89,91* plants grown under normal and low light conditions, and sequenced using the BGISEQ-500 platform (BGI), mapped to Arabidopsis thaliana Reference Transcript Dataset 2 (AtRTD2; Zhang *et al.*, 2017), and analysed using the 3D-RNASeq app (Guo *et al.*, 2019). This RNA-seq dataset supported qRT–PCR results as bHLH10 transcripts were unaltered from Col-0 in the *bhlh89,91* mutant (*q*>0.05; Supplementary Table S2).

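The libraries cover 4 groups of 4 biological replicates: Col-0 and the bhlh89,91 double T-DNA insertion mutant, each under normal light (200 µmol m-2 s-1 in the paper, measured as 205 ± 8.6, SD) and low light (50 µmol m-2 s-1, measured as 53 ± 5, SD). The authors' values are estimated counts and TPM per gene in each library, from Salmon and from tximport's length-scaled TPM option. Estimated counts per library had medians of 22564782 (range 21961751 to 23164306) in Col-0 under normal light and 22184205 (22072141 to 23346158) in Col-0 under low light. In the mutant the medians were 22054071 (20419619 to 22133150) under normal light and 22093012 (21300083 to 22177676) under low light. From there, rounded estimated counts were tested with edgeR's quasi-likelihood F test after TMM normalization, with 1 mean per group and all 16 libraries in the fit, over the 21309 genes with at least 1 CPM in at least 1 library. A DEG is a gene with a Benjamini-Hochberg adjusted p under 0.01 and an absolute log2FC of at least 1, the limits the paper used with limma. Within groups, pairs of libraries correlated at r = 0.973 to 0.992 across genes, and every pair differed by more than counting noise (chi-square per gene 4.06 to 21.8). The square root of the common dispersion was 0.116, and the leading principal components held 48.5% and 14.5% of the variance in log2-CPM.

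In normal light, bHLH89 (AT1G06170) was at 45.9 ± 4.73 TPM in Col-0 (mean ± SD, n = 4, libraries 41.5 to 51.3) and at 22.3 ± 2.57 TPM in bhlh89,91 (18.6 to 24.5). In low light it was at 29.6 ± 2.17 TPM (27.7 to 32.7) and 15.7 ± 3.52 TPM (11.1 to 19.7). The mutant thus kept 49% and 53.7% of the Col-0 level of bHLH89, a log2FC of -1.03 ± 0.12 in normal and -0.90 ± 0.13 in low light (± SE; edgeR, Benjamini-Hochberg adjusted p = 7.83e-05 and 3.99e-05). No library of the mutant reached the lowest Col-0 library of the same light condition, so the genotype labels hold for bHLH89 in all 16 libraries. For bHLH91 (AT2G31210) the groups lay closer: 30.1 ± 3.57 TPM in Col-0 and 22.8 ± 1.83 TPM in the mutant in normal light (SD), and 22.2 ± 1.27 and 17.1 ± 3.64 TPM in low light (SD). The mutant kept 76.3% and 78.1% of bHLH91, a log2FC of -0.39 ± 0.11 and -0.36 ± 0.12 (± SE; edgeR, Benjamini-Hochberg adjusted p = 0.0295 and 0.0195). The bHLH91 call in normal light was lost with limma-trend on log2(TPM + 1) (log2FC -0.38; Benjamini-Hochberg adjusted p = 0.0515, range over the planned methods 0.0104 to 0.0712). It was lost as well without Col-0 normal light column 1 (log2FC -0.33) or any of 4 other single libraries, with adjusted p-values from edgeR of up to 0.0876. In low light the bHLH91 call was lost when only the groups compared were fitted (log2FC -0.35, edgeR adjusted p = 0.0529) and without Col-0 low light column 3 (log2FC -0.33, edgeR adjusted p = 0.0505). RNA of bHLH89 and bHLH91 remains in the mutant, and gene-level counts do not say which part of the transcript it comes from. BHLH138 (AT2G31215), the gene between bHLH91 and bHLH10, had 14 to 31 estimated counts in each Col-0 library (164 in all) and 0 in each library of the mutant.

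**Figure D1:**
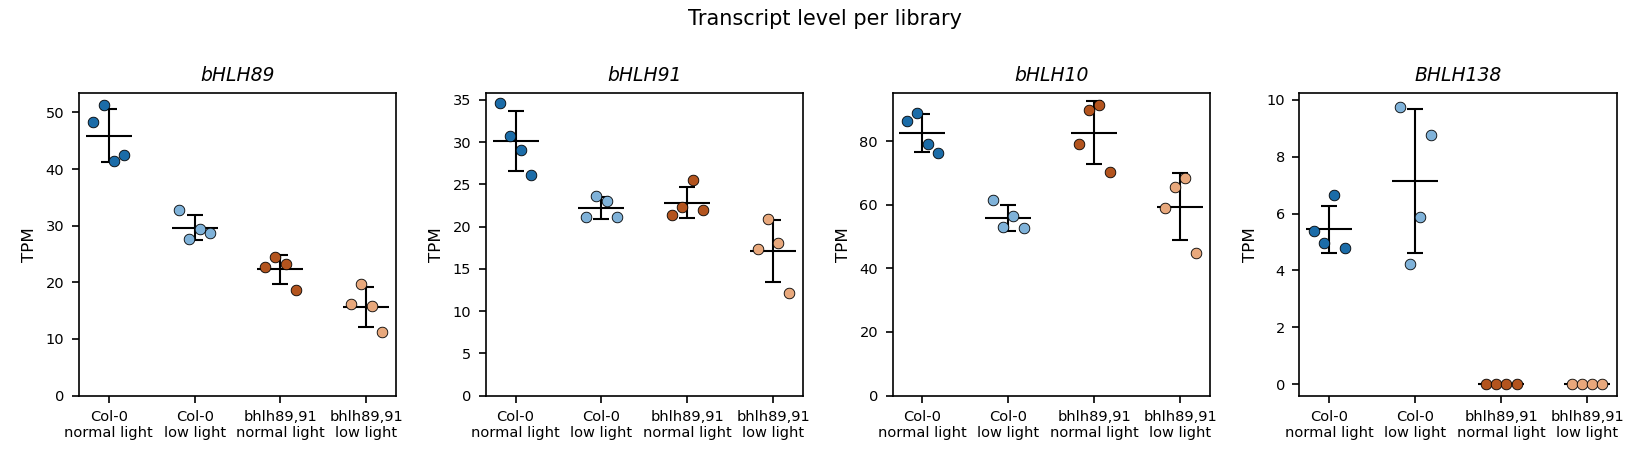
TPM of bHLH89, bHLH91, bHLH10 and BHLH138 in each library. Points are libraries, bars are group means and error bars are SD (n = 4 libraries per group).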

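bHLH10 (AT2G31220) was at 82.7 ± 6.01 TPM in Col-0 and 82.8 ± 9.92 TPM in bhlh89,91 in normal light (mean ± SD, n = 4). In low light it was at 56 ± 4.09 and 59.5 ± 10.6 TPM (SD). The log2FC between the genotypes was 0.01 ± 0.11 in normal and 0.11 ± 0.11 in low light (± SE; edgeR, Benjamini-Hochberg adjusted p = 0.949 and 0.432). The sign in normal light was not fixed: it was negative under the 3 limma-trend settings (-0.00316, -0.00325 and -0.00316) and between -0.0450 (without bhlh89,91 normal light column 3) and 0.0855 when 1 library was left out. A 31-base sequence shared with bHLH89 or bHLH91 is absent from the bHLH10 transcript in the reference used here, while 12 of the 360 from BHLH138 also occur in bHLH10.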

*bHLH89* and *bHLH91* transcription appeared to be slightly reduced under low light in Col-0 and *bhlh89,10* backgrounds according to the qRT–PCR (Fig. 4A); however, this was not statistically significant. Within the RNA-seq data, *bHLH10*, *89*, and *91* expression is slightly but significantly reduced under low light conditions in Col-0, with log_2_FCs of –0.55, –0.62, and –0.43 for bHLH10, 89, and 91 respectively (*q*≤0.01; Fig. 4B; Supplementary Table S2), Furthermore this reduction is largely maintained in the *bhlh89,91* mutant background (*q*≤0.05), with respective log_2_FCs of –0.47, –0.51, and –0.41. Likewise, the major transcription factor genes involved in tapetum development—*DYT1*, *TDF1*, *AMS*, and *MS188*—were all down-regulated under low light in Col-0 (Fig. 4B; Supplementary Table S2). However, while there was an observed down-regulation in low light in the *bhlh89,91* mutant for *DYT1*, *TDF1*, *bHLH89*, *91*, and *10*, both *AMS* and *MS188* are unaffected (*q*>0.05). 

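Each log2FC here compares low with normal light and comes from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all 21309 genes. In Col-0 the values were -0.55 ± 0.11 for bHLH10 (SE; edgeR adjusted p = 0.000412), -0.62 ± 0.12 for bHLH89 (edgeR adjusted p = 0.000449) and -0.43 ± 0.11 for bHLH91 (edgeR adjusted p = 0.00477). Scaling by library size alone gave -0.58, -0.65 and -0.46. In bhlh89,91 they were -0.46 ± 0.11, -0.49 ± 0.13 and -0.39 ± 0.12 (± SE; edgeR adjusted p = 0.00413, 0.00859 and 0.0171). The bHLH91 call in the mutant did not hold when only the groups compared were fitted (edgeR adjusted p = 0.0633, range over the planned methods 0.00762 to 0.0633) or without bhlh89,91 normal light column 3 (log2FC -0.33, edgeR adjusted p = 0.0645). Tested directly, the light responses of the genotypes differed by 0.09 for bHLH10, 0.13 for bHLH89 and 0.03 for bHLH91 (edgeR interaction, adjusted p = 0.700, 0.627 and 0.909). The bHLH91 difference took either sign, -0.08 without bhlh89,91 low light column 2 and 0.16 without column 4.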

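In Col-0, from normal to low light, TDF1 fell from 19.0 ± 2.53 to 7.81 ± 1.46 TPM, DYT1 from 10.2 ± 2.14 to 5.72 ± 1.59, AMS from 226 ± 16.7 to 144 ± 7.18 and MS188 from 29.3 ± 7.52 to 20.0 ± 2.98 (mean ± SD, n = 4). The log2FCs were -1.28 ± 0.16 for TDF1, -0.84 ± 0.24 for DYT1, -0.64 ± 0.14 for AMS and -0.55 ± 0.19 for MS188 (± SE). Their Benjamini-Hochberg adjusted p-values from edgeR were 8.82e-06, 0.00811, 0.000956 and 0.0203. MS188 is the least secure of these genes: its call was lost without Col-0 low light column 2 (log2FC -0.48, edgeR adjusted p = 0.0642), Col-0 low light column 3 (-0.51, 0.0572) or Col-0 normal light column 4 (-0.34, 0.0945). Of the 8 transcription factors of Supplementary Table S2, 7 had an edgeR adjusted p under 0.05 in Col-0, all lower in low light, and the count was again 7 when adjusted over the list alone. Dividing the 8 Col-0 libraries in any other way gave no such gene: 1 of the 35 splits, the real one, reaches 7. The mean log2-CPM of the 5 factors whose names matched the gene names table changed by -0.70 (exact two-sided permutation test, p = 0.0286).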

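In bhlh89,91, from normal to low light, DYT1 went from 16.2 ± 3.61 to 10.8 ± 3.23 TPM and TDF1 from 23.2 ± 3.34 to 15.4 ± 3.71. AMS went from 341 ± 56.4 to 266 ± 59 and MS188 from 22.8 ± 2.8 to 20.6 ± 5.18 (mean ± SD, n = 4). TDF1 was lower in low light (log2FC -0.57 ± 0.16, SE; edgeR, Benjamini-Hochberg adjusted p = 0.0104). DYT1 did not reach 0.05 (-0.57 ± 0.23, SE; edgeR adjusted p = 0.0649), although limma-voom placed it at an adjusted p of 0.0432 (range over the planned methods 0.0432 to 0.0998) and leaving out bhlh89,91 low light column 2 or bhlh89,91 normal light column 1 gave edgeR adjusted p = 0.0145 or 0.0323. AMS was close to DYT1 in its evidence (-0.34 ± 0.14, SE; edgeR adjusted p = 0.0665). It fell under 0.05 with DESeq2 (adjusted p = 0.0429, range over the planned methods 0.0429 to 0.177), without bhlh89,91 low light column 2 (edgeR adjusted p = 0.0454) and without bhlh89,91 normal light column 4 (edgeR adjusted p = 0.0123). MS188 showed little change (-0.13 ± 0.19, SE; edgeR adjusted p = 0.631), and its sign turned without bhlh89,91 low light column 4 (0.02). Adjusted over the 8 genes of the list alone, 6 were under 0.05 in the mutant, DYT1 and AMS among them (edgeR, Benjamini-Hochberg adjusted p = 0.0322 each), against 4 when adjusted over all genes.

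A gene called in Col-0 and not in the mutant need not differ between them, so the difference of the light responses was tested too. It was 0.30 ± 0.19 for AMS, 0.42 ± 0.27 for MS188 and 0.27 for DYT1 (SE for AMS and MS188; edgeR interaction, Benjamini-Hochberg adjusted p = 0.290, 0.278 and 0.605). Leaving out bhlh89,91 low light column 4 alone brought AMS under the limit (0.44; edgeR adjusted p = 0.0357). TDF1 was the single factor with a difference, 0.70 ± 0.23 (SE; edgeR interaction, Benjamini-Hochberg adjusted p = 0.0347). It rested on little: the adjusted p rose to 0.0811 with limma-trend on log2(TPM + 1) and no filter (range over the planned methods 0.0168 to 0.0811), and to 0.0742 in edgeR without Col-0 low light column 2, and 8 of the 16 fits without 1 library lost the call. Over the list alone 0 factors kept an edgeR adjusted p under 0.05 for the interaction, and 1 had an unadjusted p under 0.05. Over all genes, 8 of 100 groupings of the libraries, the true one among them, gave at least 1 factor with an edgeR adjusted p under 0.05, the largest 5. These 8 are the groupings that keep the low-light libraries parted by genotype. Between the genotypes, AMS was higher in bhlh89,91 in normal (0.60 ± 0.14, SE) and low light (0.90 ± 0.14, SE; edgeR, Benjamini-Hochberg adjusted p = 0.00812 and 8.02e-05). DYT1 (0.94) and TDF1 (1.00) were higher in low light (edgeR adjusted p = 0.00465 and 0.000146). In normal light DYT1 was at 0.68 (edgeR adjusted p = 0.0536), a call made by DESeq2 (adjusted p = 0.0335, range over the planned methods 0.0335 to 0.0983), by limma-voom (adjusted p = 0.0418) and with only the groups compared (edgeR adjusted p = 0.0438), and that came with any of 4 single libraries left out, bhlh89,91 normal light column 1 among them (0.80, edgeR adjusted p = 0.0343).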

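MS1 (AT5G22260) was at 24.5 ± 7.80 TPM in normal and 20.0 ± 2.28 TPM in low light in Col-0, and at 29.7 ± 7.25 and 28.6 ± 8.04 TPM in bhlh89,91 (mean ± SD, n = 4). The log2FC of low against normal light was -0.28 ± 0.23 in Col-0 and -0.04 ± 0.22 in the mutant (± SE; edgeR, Benjamini-Hochberg adjusted p = 0.296 and 0.901). In Col-0 the SE leaves room for a change of the size seen for bHLH10, and in the mutant the sign turned without bhlh89,91 low light column 4 (0.12) or bhlh89,91 normal light column 3 (0.11). The interaction was 0.24 ± 0.32 (SE; edgeR, Benjamini-Hochberg adjusted p = 0.626). In low light MS1 lay 0.53 ± 0.22 higher in bhlh89,91 than in Col-0 (SE; edgeR, Benjamini-Hochberg adjusted p = 0.0597), under 0.05 when only the groups compared were fitted (edgeR adjusted p = 0.0349, range over the planned methods 0.0349 to 0.159) and without bhlh89,91 low light column 4 (0.69, edgeR adjusted p = 0.0129).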

*MS1* expression seems to be independent of light intensity and exhibited no change in response to light in either Col-0 or the *bhlh89,91* mutant background.

### The *bhlh89,91* mutant has reduced transcriptomic response to low light

RNA-seq analysis was carried out on total RNA isolated from pre-mitotic buds of Col-0 and *bhlh89,91* grown under normal and low light conditions. DEGs were identified with a log_2_FC≥1, and Benjamini–Hochberg FDR-adjusted *P*-value (*q*)≤0.01 (Fig. 5A; Supplementary Table S3). The *bhlh89,91* mutant showed a lower transcriptional response to light than the WT (Col-0), with 634 DEGs compared with 1853 DEGs in Col-0 (Fig. 5A). 

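Low light changed 1842 genes in Col-0 (1249 up, 593 down) and 728 in bhlh89,91 (464 up, 264 down), 2.53 times as many in Col-0. DESeq2 gave 1893 and 809, and limma-voom 1862 and 638. limma-trend on log2(TPM + 1) gave 1274 and 460, and 1251 and 434 with no filter. Without 1 library the counts ran from 1682 (Col-0 normal light column 2) to 1875 in Col-0 and from 614 (bhlh89,91 normal light column 2) to 737 in the mutant, so no single library decides the order. Dividing the 8 libraries of a genotype in any other way gave at most 18 DEGs in the mutant.

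A count above a threshold is an indirect measure of a response, so the responses were compared gene by gene. Of the 1842 DEGs in Col-0, 434 were DEGs of the same direction in the mutant, 8 were DEGs of the opposite direction, and a further 286 genes were DEGs in the mutant alone. The same direction, called or not, was seen in the mutant for 1601 of the 1842 (86.9%), with a median ratio of mutant to Col-0 log2FC of 0.427. Genes picked for a large change in Col-0 are expected to change less elsewhere by selection alone. For 870 of them the interaction had an edgeR Benjamini-Hochberg adjusted p under 0.05, but the interaction uses the Col-0 libraries on which these genes were picked, so its direction among them is no separate evidence. Over all tested genes and at the DEG limits, 496 were called for the interaction (372 of them below 0), 357 to 633 when 1 library was left out. Across all 21309 genes the responses correlated at r = 0.495 (rho = 0.598). Simulated libraries without a change gave r = 0.00217. Genes were drawn independently there, so this value does not cover variation between libraries that many genes share. 

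Among DEGs with a mean of at least 5 CPM and no overlap between groups, the largest rises in Col-0 were ENODL5, ENODL6 and DRM2 (AT2G33830), and the largest falls ELIP1 (-5.03), ELIP2 (-4.12) and AT1G19960 (-3.98). In bhlh89,91 they were CEP1, AT1G12010 and DRM2, and FSD1 (-6.28), ACD6 (-4.79) and ELIP1 (-4.75). From the smaller number of DEGs in the mutant, the paper concludes that its transcriptional response to low light is reduced.

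**Figure D2:**
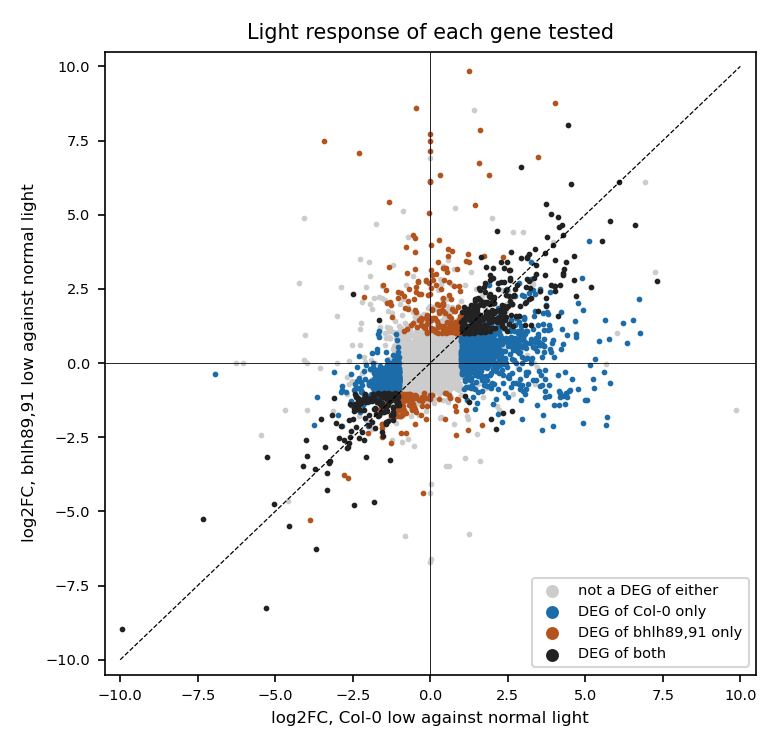
log2FC of low against normal light in Col-0 (horizontal) and bhlh89,91 (vertical) for each tested gene. Grey, DEG in neither genotype (19182); blue, DEG in Col-0 alone (1399); orange, DEG in bhlh89,91 alone (286); black, DEG in both (442). The dashed line marks equal responses.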

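Between bhlh89,91 and Col-0, 338 genes differed in normal light (190 higher and 148 lower in the mutant) and 1317 in low light (549 higher, 768 lower), a ratio of 3.9. The normal-light count leans on single libraries, at 225 without Col-0 normal light column 4 and 369 without bhlh89,91 low light column 4. limma-trend on log2(TPM + 1) with no filter lowered the counts to 213 and 859. Other divisions of the same 8 libraries gave at most 2 DEGs in normal light. The lists of both light conditions share 198 genes with the same direction and 9 with opposite directions. Of the 1317 low-light genes, 808 were DEGs of the Col-0 light response in the opposite direction and 13 in the same direction. Both comparisons use the Col-0 low-light libraries, which alone can make such genes overlap. A test chosen after seeing the data divided the 4 Col-0 low-light libraries 2 against 2: with the 2 comparisons on different libraries, 581 to 605 genes were opposite over 6 divisions, against 625 to 658 with both on the same 2. Most of the overlap thus remains without shared libraries. ACA5 (-5.68), sks14 (-3.55) and SEN1 (-3.53) were lowest relative to Col-0 in normal light. SEN1 lost its call with limma-voom (-3.41; adjusted p = 0.0502) and without bhlh89,91 normal light column 2 (edgeR adjusted p = 0.0108). In low light AT3G14040 (-7.15), AT3G28830 (-6.63) and AT3G28980 (at least 85.3-fold lower) lay at the bottom, and limma-voom called none of them (adjusted p = 0.0187, 0.0239 and 0.0210). AT3G28980 also lost its call with robust fitting (edgeR adjusted p = 0.0176), with limma-trend on log2(TPM + 1) and no filter (adjusted p = 0.0116) and in 10 of the 16 fits without 1 library.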

The *bhlh89,91* mutant transcriptome was vastly different from that of the WT under low light conditions, with 1300 genes differentially expressed from Col-0, compared with only 289 DEGs in normal light (Fig. 5A).

**Fig. 5.**
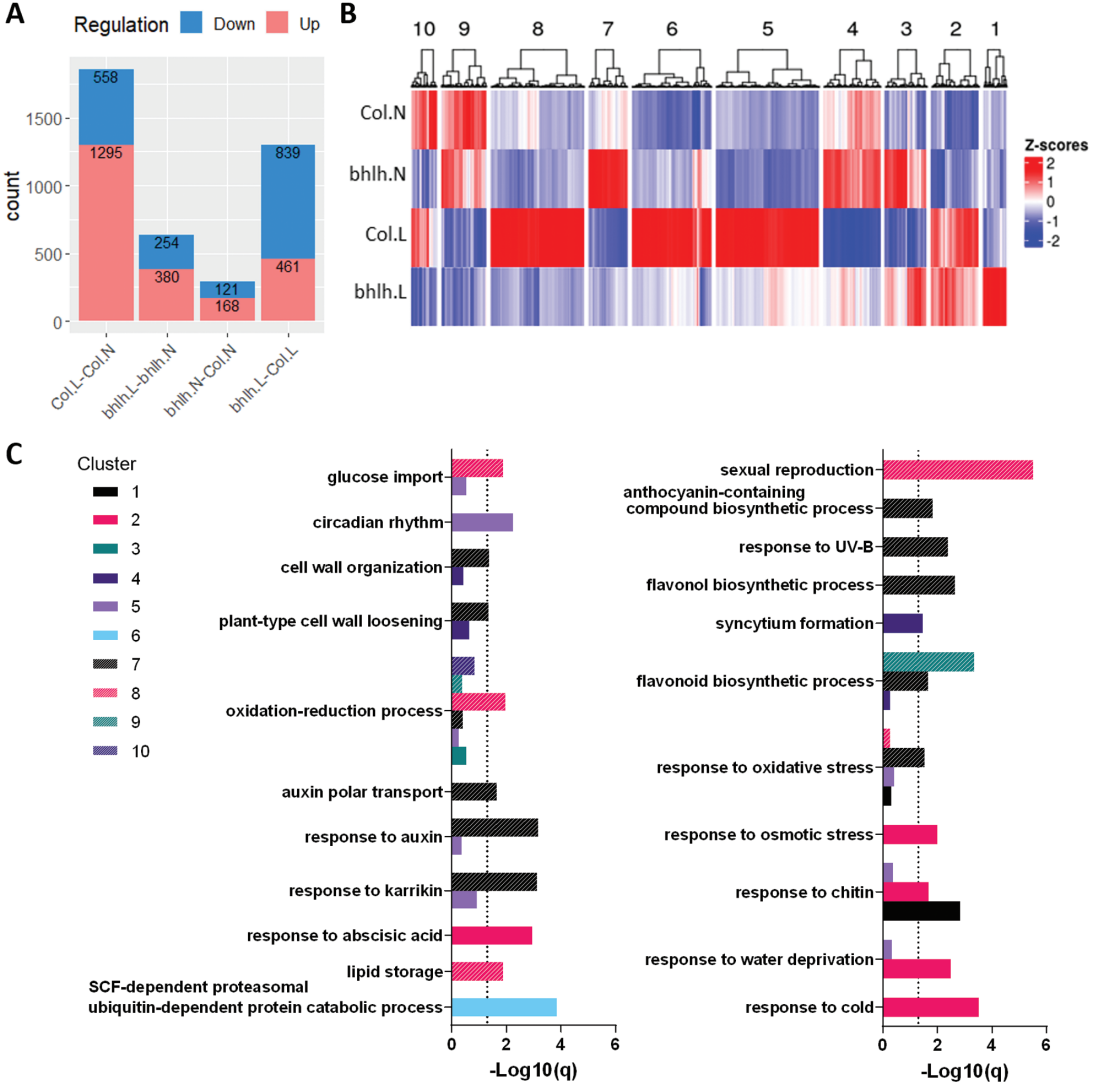
Differentially expressed genes (DEGs) in Col-0 and the *bhlh89,91* mutant under normal and low light conditions as determined by RNA-seq. (A) Number of up- and down-regulated DEGs for each contrast group. (B) Heatmap of DEGs, within each factor group, partitioned by hierarchical clustering with Ward’s algorithm and Euclidean distance. (C) Significant GO terms within each gene cluster are highlighted. Here *q* is the *P*-value adjustment by the Benjamini method, with a dotted line at *q*=0.05 representing the significance threshold.

According to hierarchical clustering, DEGs cluster into 10 clades (Fig. 5B). Generally, clusters 2 and 9 contain genes that maintain a similar light response in both Col-0 and the *bhlh89,91* mutant, whereas genes in clusters 5, 6, and 8 show transcriptional activation in low light in Col-0 that is lost or reduced in *bhlh89,91*.

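The union of the DEGs of all 4 comparisons held 2564 genes. Group means of log2-CPM, scaled per gene, were clustered with ward.D on Euclidean distances and the tree was divided into 10 clusters. The cluster numbers here are their own and do not match those of the paper. By a rule set on the cluster means (Col-0 response of at least 1, mutant response under 50% of it), clusters 3, 8 and 9 hold activation that is lost or reduced in bhlh89,91: 475 genes (mean log2FC 2.02 in Col-0, 0.54 in the mutant), 115 genes (2.14 and -0.75) and 317 genes (1.84 and 0.49). Together they hold 907 genes, 35.4% of the union. With ward.D2 they were 939, with 8 clusters 907, with 12 clusters 826, and in the union of limma-voom DEGs 1032 of 2508. Cluster 8 differs from the other 2 in that the mean falls in the mutant. Clusters 1, 2 and 10 hold 918 genes with like responses: 330 genes (-1.57 and -1.12), 483 genes (1.63 and 1.49) and 105 genes (-1.37 and -1.46). A difference between genotypes, by an edgeR interaction with Benjamini-Hochberg adjusted p under 0.05, was seen for 295 and 155 genes of clusters 3 and 9 and for 88, 73 and 30 genes of clusters 1, 2 and 10. The maintained clusters thus contain genes that differ. Cluster 6 (145 genes) shows the reverse pattern, a mean of -0.10 in Col-0 and 2.74 in the mutant, and cluster 5 (217 genes) a fall in Col-0 that is weaker in the mutant (-1.39 and -0.48).

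**Figure D3:**
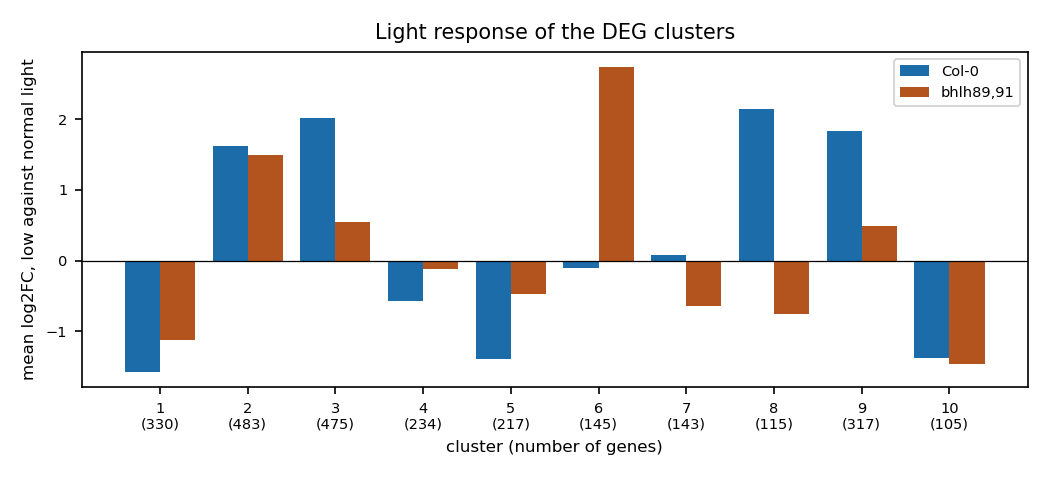
Mean log2FC of low against normal light in each of the 10 clusters for Col-0 (blue) and bhlh89,91 (orange), with the number of genes in parentheses.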

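Genes of lipid storage and glucose transport were followed by name, and the enrichment tests of the paper were not analysed here. The mean log2-CPM of 8 tested oleosin genes, the pollen-coat GRPs and seed OLEOs among them, rose by 3.71 from normal to low light in Col-0 (exact two-sided permutation test, p = 0.0286) and by 0.09 in bhlh89,91 (exact permutation p = 0.914). The difference of these responses was -3.62 (exact permutation of genotype labels within each light condition, p = 0.0208). Adjusted over all list scores the p is 0.0624 (Benjamini-Hochberg, exact permutation), and it was 0.0604 before adjustment without Col-0 normal light column 4 (exact permutation). Of the 8 genes, 5 rose and 1 fell in Col-0 at an edgeR Benjamini-Hochberg adjusted p under 0.05, both over all genes and over the list alone. In the mutant the number was 0, as it was for an unadjusted p under 0.05. GRP20 (3.81), GRP14 (3.57) and GRP19 (3.37) rose in Col-0, and OLEO3 fell (-0.88). The GRP members of the list were taken from Supplementary Table S5, which the study chose on the responses in these libraries. The oleosin score is therefore no independent evidence of a response lost in the mutant. SWEET8 (AT5G40260), a sugar transporter, went from 30.3 ± 3.64 to 138.3 ± 9.56 TPM in Col-0 and from 38.7 ± 9.71 to 49.3 ± 9.85 TPM in the mutant (mean ± SD, n = 4). Its log2FC was 2.20 ± 0.17 and 0.36 ± 0.16 (± SE; edgeR, Benjamini-Hochberg adjusted p = 4.81e-08 and 0.0985), with an interaction of -1.83 ± 0.23 (SE; edgeR adjusted p = 0.000112) that every alternative retained. SWEET8 is a gene of Table 1, picked by the study from these libraries, so its pattern is no independent evidence either.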

GO enrichment analysis (Fig. 5C) showed significant enrichment of GO terms such as sexual reproduction, lipid storage, glucose import, oxidation–reduction process, and SCF-dependent proteasomal ubiquitin-dependent catabolic process in clusters 5, 6, and 8, suggesting that these responses are impaired in the *bhlh89,91* mutant light response. However, clusters 2 and 9 show enrichment of responses to abscisic acid (ABA), cold, osmotic stress, and water deprivation and flavonoid biosynthetic process, suggesting that general stress responses are maintained in the *bhlh89,91* mutant.

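For flavonoid biosynthesis, 11 of 12 listed genes were matched by name and tested. Their mean log2-CPM fell by 1.05 in Col-0 and by 1.24 in bhlh89,91 (exact two-sided permutation test, p = 0.0286 each), and the mean responses differed by -0.19 (exact permutation p = 0.611), with 1 gene higher and 1 lower at an edgeR adjusted p under 0.05 for the interaction. At an edgeR Benjamini-Hochberg adjusted p under 0.05, 10 genes were lower in low light in each genotype (10 in Col-0 and 11 in the mutant over the list alone), with 0 higher (0 as well among the genes with an unadjusted p under 0.05). Of these 6 and 7 were DEGs. DFR (-2.19 in Col-0 and -2.33 in the mutant), FLS1 (-1.30 and -1.29), F3H (-1.19 and -1.65) and CHI (-1.12 and -1.20) show the pattern. The maintained flavonoid response is therefore a fall. It starts from a higher level in the mutant: the score lay 0.70 above Col-0 in normal and 0.52 above it in low light (exact permutation p = 0.0286 each), the latter reduced to 0.32 on log2(TPM + 1) (exact permutation p = 0.0571). A score of 7 light-response genes outside this pathway (PIL1, HB-2, HFR1, ELIP1, ELIP2, HY5 and HYH) also fell, by -1.75 and -1.62 (exact permutation p = 0.0286 each). Its interaction was 0.13 (exact permutation p = 0.797). ELIP1 (-5.03) and ELIP2 (-4.12) weigh most in Col-0: the median log2FC was -0.97 there and -0.59 in the mutant. At an edgeR adjusted p under 0.05, 6 of the 7 genes were lower in Col-0 and 5 in the mutant, and 1 had an interaction. The flavonoid and light-response scores both lay higher in the mutant in each light condition (0.81 and 0.94 for the latter). Such differences widen the null of the interaction permutation, so it sets no bound on a difference of the responses.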

KEGG pathway analysis of the DEGs further shows differential regulation (*q*≤0.05) of phenylpropanoid biosynthesis, biosynthesis of secondary metabolites, flavonoid biosynthesis, starch and sucrose metabolism, plant hormone signal transduction, and cutin, suberin, and wax biosynthesis in response to light (Supplementary Table S4). A closer look at these pathways highlights some major differences between Col-0 and *bhlh89,91* light responses (Supplementary Fig. S14). For example, within the phenylpropanoid biosynthetic pathway, spermidine biosynthesis shows differential gene expression in Col-0 in response to light but no equivalent changes are observed in the *bhlh89,91* mutant (Supplementary Fig. S14A). 

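The 4 spermidine pathway genes of Table 1 rose in Col-0 from normal to low light: TSM1 from 129.8 ± 62.1 to 732 ± 114 TPM, SHT from 54.9 ± 30.6 to 209 ± 44.6, CYP98A8 from 23.5 ± 15.4 to 180.2 ± 44.7 and CYP98A9 from 3.36 ± 3.2 to 67.2 ± 29.8 (mean ± SD, n = 4). In bhlh89,91 they went from 269 ± 117 to 120.3 ± 48.4, from 112 ± 53.2 to 30.2 ± 14.8, from 18.9 ± 9.17 to 5.06 ± 1.92 and from 13.3 ± 9.77 to 5.09 ± 3.01 TPM (SD). The Col-0 log2FCs were 2.51 ± 0.42, 1.95 ± 0.49, 2.96 ± 0.48 and 4.33 ± 0.65 (± SE; edgeR, Benjamini-Hochberg adjusted p = 0.00011, 0.00308, 8.04e-05 and 3.59e-05). In the mutant all 4 point downward: -1.15 for TSM1, -1.89 for SHT, -1.89 for CYP98A8 and -1.38 for CYP98A9 (edgeR, Benjamini-Hochberg adjusted p = 0.0402, 0.00873, 0.0119 and 0.101). Over the list alone all 4 have an edgeR adjusted p under 0.05 in the mutant, against 3 over all genes. SHT is a DEG of the mutant here and under 5 of the 11 planned methods: limma-voom put its adjusted p at 0.0230 (range over the planned methods 0.00264 to 0.0356), and 12 of the 16 fits without 1 library did not call it. In Col-0 SHT lost its call without Col-0 normal light column 1 (log2FC 1.92, edgeR adjusted p = 0.0101). CYP98A8 became a DEG of the mutant with DESeq2 (adjusted p = 0.0029) and without bhlh89,91 normal light column 4 (-2.20, edgeR adjusted p = 0.00274), and TSM1 without that library as well (-1.44, edgeR adjusted p = 0.0066). The interaction was -3.66 ± 0.58 for TSM1, -3.84 ± 0.70 for SHT, -4.85 ± 0.71 for CYP98A8 and -5.71 ± 0.89 for CYP98A9 (± SE; edgeR, Benjamini-Hochberg adjusted p = 0.000582, 0.00141, 0.000322 and 0.000505). As a score the list rose by 3.167 in Col-0 (exact two-sided permutation p = 0.0286) and changed by -1.42 in the mutant (exact permutation p = 0.0857, or -1.94 with p = 0.0286 without bhlh89,91 normal light column 4). Their difference was -4.58 (exact permutation p = 0.00327, adjusted over all list scores 0.0176). The study picked these genes from the same libraries, so their agreement is not independent evidence.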

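Hormone gene families were taken whole by name, without regard to their response. Among auxin families, the 26 tested loci with an IAA name, 3 of which are ARF genes that carry such a name as an alias, rose by 0.40 on average in Col-0 under low light (exact two-sided permutation p = 0.0286) and changed by -0.11 in bhlh89,91 (exact permutation p = 0.0857). On both TPM scales and without bhlh89,91 low light column 4 the latter was a fall (-0.12, -0.13 and -0.14; exact permutation p = 0.0286 each). The interaction was -0.51 (exact permutation p = 0.000408, adjusted over all list scores 0.0098). In Col-0 15 were higher and 5 lower at an edgeR Benjamini-Hochberg adjusted p under 0.05 (16 and 6 over the list alone), and in the mutant 3 and 8 (3 and 9). IAA2 (2.15 in Col-0, 0.56 in the mutant), IAA14 (2.00, 0.34) and IAA19 (1.44, -0.33) rose in Col-0, while IAA33 fell in both (-2.24, -1.27). The 9 tested GH3 genes rose by 1.43 and 0.63 (exact permutation p = 0.0286 each; interaction -0.80, exact permutation p = 0.0286, adjusted over all list scores 0.0762), with GH3.3 at 2.35 in Col-0 and -0.03 in the mutant. The mean of the 36 tested SAUR genes changed little (-0.00125 in Col-0 and -0.08 in the mutant, exact permutation p = 1 and 0.4, interaction -0.07, p = 0.514). Members went both ways: 8 were higher and 5 lower in Col-0 at an edgeR adjusted p under 0.05, and 5 and 6 in the mutant. 

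Among cytokinin families, 8 type-A ARR genes rose by 0.59 in Col-0 and 0.30 in the mutant (exact permutation p = 0.0286 and 0.0571) and the interaction was -0.29 (exact permutation p = 0.309). ARR9 stood at 1.02 and 0.47. The 8 type-B genes changed by 0.12 and -0.05 (exact permutation p = 0.0571 and 0.371; interaction -0.17, p = 0.160). Among ABA families the PYL receptors (10 genes) changed by 0.23 and 0.09 (exact permutation p = 0.0286 and 0.943; interaction -0.14, p = 0.534), with PYL5 up (1.30, 0.50) and PYL2 down (-1.57, -0.36). The 7 clade-A PP2C genes changed by 0.32 and 0.27 (exact permutation p = 0.0286 and 0.229; interaction -0.05, p = 0.878) and the 10 SnRK2 genes by 0.36 and 0.15 (exact permutation p = 0.0286 and 0.171; interaction -0.21, p = 0.0363, adjusted over all list scores 0.0872). The 6 ABF and ABI5 genes rose by 0.68 and 0.33 (exact permutation p = 0.0286 each), a difference of -0.34 (exact permutation p = 0.00857, adjusted over all list scores 0.0294). ABI5 was at 1.40 and 0.99 and ABF3 at 0.74 and -0.13. After adjustment over all list scores this permutation thus separates the responses for the ABF and IAA-named genes. It permutes genotype labels, so a genotype difference of like sign in both light conditions widens its null. The GH3 score lay at -0.18 and -0.98 relative to Col-0 in normal and low light, so a difference of the GH3 responses is not excluded. The rise of the ABF genes in the mutant itself has an adjusted p of 0.0857, and on log2(TPM + 1) it was 0.30 (exact permutation p = 0.0571). For the cytokinin families a difference of the mean score is unresolved. Single members did differ: 2 type-A and 2 type-B genes had a negative interaction at an edgeR adjusted p under 0.05, and 0 a positive one.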

The plant hormone signal transduction pathway also shows up-regulation of key genes involved in auxin, cytokinin, and ABA signalling in Col-0 in low light that are altered, or absent, in the *bhlh89,91* mutant (Supplementary Fig. S14B, C).

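Supplementary Table S5 lists 84 genes, all of which were tested. The study chose them on the responses in these libraries, so the counts that follow are no independent test of that choice. In Col-0 75 of them were DEGs raised by low light and 76 had a log2FC of at least 2, with values from 1.05 to 6.77. For 9 genes the edgeR Benjamini-Hochberg adjusted p in Col-0 was 0.01 or more. In bhlh89,91 80 genes had an edgeR adjusted p of 0.01 or more and 4 were DEGs, and 68 genes met both limits. The median log2FC was 2.97 in Col-0 and 0.15 in the mutant, or 2.93 and 0.09 with genes at the floor of 3 counts placed at their bound. The interaction was below 0 for 81 genes, and its edgeR Benjamini-Hochberg adjusted p was under 0.05 for 62 (69 over the list alone). The number stayed between 60 and 73 over the planned methods and between 58 and 76 without 1 library, the highest without Col-0 normal light column 3. In low light 69 were DEGs lower in the mutant than in Col-0, against 7 DEGs between the genotypes in normal light. Where a gene is unchanged in the mutant by this limit it may still change by less, since a p above 0.01 sets no bound on the change.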

To focus in on more direct effects of bHLH89 and 91 in light responses within the anther, we filtered annotated DEGs to 84 genes that are expressed in the anther according to laser capture expression data, and which undergo a log_2_FC≥2 in light-treated Col-0 but are unchanged in the *bhlh89,91* mutant (*q*>0.01; Supplementary Table S5). 

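The 23 genes of Table 1 come from the same selection, so that their response in Col-0 is no independent evidence. In Col-0 21 were DEGs, all raised (median log2FC 2.82, from 1.89 to 5.04), and all 23 had an edgeR Benjamini-Hochberg adjusted p under 0.05, over all genes and over the list alone. GRP17 (3.45) and NIP4-1 (2.52) missed the limit of 0.01 (edgeR adjusted p = 0.0161 and 0.0114). Both depend on Col-0 normal light column 3: without it both were called (edgeR adjusted p = 0.000854 and 1.65e-05), GRP17 at 5.73 and NIP4-1 against a group at the floor, with at most 2 counts per library. In bhlh89,91 1 gene was a DEG, a fall, and 3 had an adjusted p under 0.05 (2 over the list alone). The number of DEGs ran from 0 to 3, the latter without bhlh89,91 normal light column 4. In low light 20 were DEGs lower in the mutant, and in normal light 1 was a DEG, GASA10 (1.98), with 2 when bhlh89,91 normal light column 4 was left out. The interaction made 16 of them DEGs and 18 had an edgeR adjusted p under 0.05 (20 over the list alone). As a score, the 18 genes matched by name rose by 3.78 in Col-0 (exact two-sided permutation p = 0.0286) and by 0.00 in the mutant (exact permutation p = 1). The difference was -3.78 (exact permutation p = 0.00531, adjusted over all list scores 0.0212).

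EXL5 went from 2.29 ± 1.65 to 44.4 ± 15.0 TPM in Col-0 and from 6.18 ± 4.88 to 2.84 ± 1.74 in the mutant, and EXL6 from 6.87 ± 11.4 to 188.1 ± 59.2 and from 22.6 ± 17.5 to 12.2 ± 8.70 (mean ± SD, n = 4). The log2FC in Col-0 was 5.04 ± 1.47 for EXL4, 4.28 ± 0.60 for EXL5 and 4.78 ± 0.96 for EXL6 (± SE; edgeR, Benjamini-Hochberg adjusted p = 0.00818, 1.85e-05 and 0.000533). In the mutant the values were -1.26, -1.11 and -0.88 (edgeR, Benjamini-Hochberg adjusted p = 0.508, 0.174 and 0.475). The interaction was -6.30 ± 1.97, -5.39 ± 0.84 and -5.65 ± 1.29 (± SE; edgeR, Benjamini-Hochberg adjusted p = 0.0310, 0.000516 and 0.0057). EXL4 varied strongly between replicates of normal light: 0.288, 0.842, 83.5 and 0.383 TPM in Col-0, where column 3 stands apart, and 3.73, 78, 50.4 and 0 TPM in the mutant, against 437 to 969 TPM in Col-0 under low light. Without Col-0 normal light column 3 the Col-0 log2FC of EXL4 was 10.4 and its interaction -11.69 (edgeR adjusted p = 0.000209 and 0.00148). Robust fitting (edgeR adjusted p = 0.0199, range over the planned methods 0.000677 to 0.0199) and 8 of the 16 fits without another library took the Col-0 change above 0.01. The EXL6 interaction passed 0.01 with limma-voom (adjusted p = 0.0213, range over the planned methods 0.0051 to 0.0213) and in 8 fits without 1 library. SBT5.4 was steadier: 8.80 ± 2.63 to 54.1 ± 4.24 TPM in Col-0 and 9.96 ± 4.26 to 14.4 ± 3.85 TPM in the mutant (SD), with log2FCs of 2.63 ± 0.29 and 0.54 and an interaction of -2.09 ± 0.40 (SE; edgeR, Benjamini-Hochberg adjusted p = 1.61e-06, 0.152 and 0.00186).

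**Figure D4:**
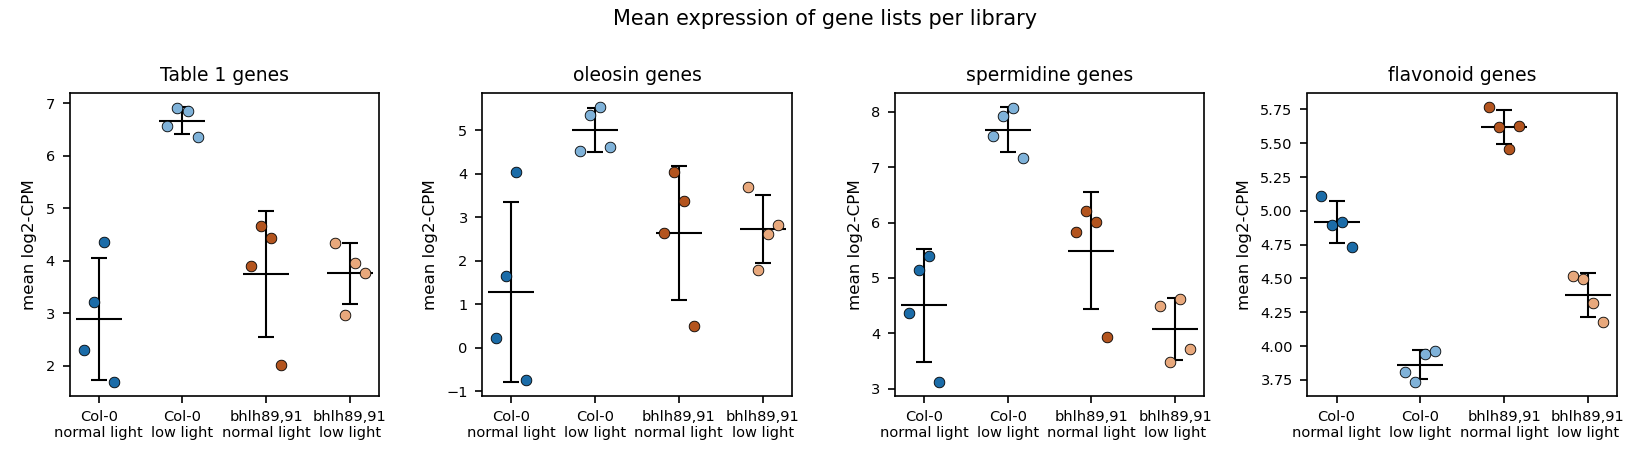
Mean log2-CPM per library of the Table 1, oleosin, spermidine and flavonoid genes. Points are libraries, with the group mean and SD (n = 4 libraries per group).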

A number of these genes have been previously shown to impact male fertility (Table 1), including known direct targets of the tapetal bHLHs, such as EXTRACELLULAR LIPASES (EXLs) 4–6 (Xu *et al.*, 2014; Fu *et al.*, 2020).

**Table 1.** Differential expression of key genes with an established role in male fertility

Locus	Gene	Col.L– Col.N	bhlh.L– bhlh.N	bhlh.N–Col.N	bhlh.L–Col.L
AT4G27420	*ABCG9*	2.00			–1.43
AT1G75940	*BGLU20*	4.46			–3.79
AT3G26940	*CDG1*	2.89			–2.22
AT1G74540	*CYP98A8*	3.22			–5.17
AT1G74550	*CYP98A9*	4.60			–3.74
AT1G75910	*EXL4*	8.55			–6.77
AT1G75920	*EXL5*	4.46			–4.06
AT1G75930	*EXL6*	7.19			–4.25
AT5G28470	*FST1*	4.28			–4.47
AT5G59845	*GASA10*	2.02		1.96	
AT5G07530	*GRP17*	5.28			
AT3G47870	*LBD27*	3.13			–1.71
AT1G24400	*LHT2*	2.77			–2.01
AT1G18280	*LTPG3*	5.26			–2.98
AT4G08670	*LTPG4*	4.77			–2.38
AT2G32460	*MYB101*	2.81			–2.02
AT5G37810	*NIP4-1*	4.48			–4.27
AT5G59810	*SBT5.4*	2.67			–1.92
AT2G19070	*SHT*	2.20			–2.87
AT5G40260	*SWEET8*	2.20			–1.48
AT3G08790	*TOL8*	3.51			–2.44
AT1G67990	*TSM1*	2.67			–2.65
AT5G53550	*YSL3*	2.23			–2.35

Log_2_FC (*q*<0.01) values shown with blank cells represent missing/non-significant values.

## Discussion

### After the switch—light affects reproductive development beyond floral transition

Environmentally sensitive genetic male sterility (EGMS), with plants remaining male sterile under certain conditions and regaining fertility in a different environment, is a highly desirable trait for breeding crops with increased hybrid vigour (Kim and Zhang, 2018). Thermosensitive genetic male sterility (TGMS) and photoperiod genetic male sterility (PGMS) lines are well established in breeding practices; however, little is known about the effects of light levels on male reproductive development.

Light quality is known to affect the initiation of flowering, with a low red:far red (R:FR) light ratio activating floral transition via phytochrome-mediated pathways involving bHLH proteins: PHYTOCHROME INTERACTING FACTORS (PIFs) (Franklin, 2008; Wit *et al*., 2016). In light, phyA and phyB photoreceptors interact with PIFs, leading to their inactivation or degradation (Pham *et al*., 2018), whereas in shade or low R:FR light, this interaction ceases, enabling the PIFs to bind to targets and regulate pathways including skotomorphogenesis and floral transition.

Maintaining optimal light and temperature is vital across reproductive processes from sporogenesis to anthesis (Kinet, 1982; Pacini, 2000). Whilst the effect of temperature on anther development has been explored in great detail (Rieu *et al.*, 2017), very few studies have disentangled the effects of irradiance. Light, as a limiting factor in photosynthetic carbon fixation, is critical for all stages of plant development including reproduction (Ferguson *et al.*, 2021). The developing anther is metabolically active, with high energy demands and carbohydrate requirements (Clément *et al.*, 1996; Ji *et al.*, 2010; Zhang *et al.*, 2010). In suboptimal light conditions, photo-assimilation is reduced and resource allocation must be altered to maintain highly demanding reproductive processes. However, very little is known about the genetic regulation of this.

This study indicates that light influences reproductive development through bHLH89 and bHLH91. Both double mutants *bhlh89,91* and *bhlh89,10* show EGMS in response to light and heat. Under normal light conditions (200 µmol m^–2^ s^–1^), both mutants display an initial period of sterility, with fertility later restored to WT levels. However, under low light conditions (50 µmol m^–2^ s^–1^), there is a delay in this onset of fertility in *bhlh89,10*, while *bhlh89,91* has more pronounced defects with limited seed set (Fig. 1) and clumped non-viable pollen throughout development (Fig. 2; Supplementary Fig. S8). Minor effects of low light were also observed in the *bhlh89* and *bhlh91* single mutants. Further study at higher light levels suggests that this conditional fertility response is dynamic, with both double mutants showing a reduced period of sterility when grown under 300 µmol m^–2^ s^–1^ light (Supplementary Fig. S6).

The delay in the onset of fertility in the *bhlh89,10* mutant under normal light conditions is consistent with the observation of Zhu *et al.* (2015) of sterility in early *bhlh089 bhlh010* mutant flowers. However, this prolonged sterility also occurs in the *bhlh89,91* mutant. This phenotype may have not been observed by Zhu *et al.* as the T-DNA insert in their *bhlh091* mutant did not disrupt an exon (Supplementary Fig. S2). However, given the dynamic fertility of *bhlh* mutants in response to light (Fig. 1; Supplementary Fig. S6), it is also possible that the fertility defects may have been masked under different environmental conditions in the study of Zhu *et al.*

Since the *bhlh89,91* mutant shows more severe EGMS under low light conditions, and *bhlh89* and *bhlh91* single mutants also show some sterility (Fig. 1; Supplementary Fig. S4) this study suggests that, although a high level of functional redundancy has been reported among bHLH89, 91, and 10 (Cui *et al.*, 2016), and all appear to be involved in maintaining pollen development under increased heat (Fu *et al.*, 2020), bHLH10 plays little or no role in maintaining reproduction in response to suboptimal light. Therefore, we focused on *bhlh89,91* for RNA-seq analysis.

### bHLH89 and bHLH91 may integrate environmental signals into the tapetum development pathway upstream of DYT1

Our RNA-seq data show that the main transcription factors involved in anther development are affected by light. *DYT1*, *TDF1*, and *AMS* were down-regulated in response to low light in Col-0, but this response was reduced in the *bhlh89,91* mutant for *DYT1* and *TDF1*, and lost completely for *AMS*, suggesting that bHLH89/91 is required for their light regulation. *MS188* was down-regulated in low light only in Col-0 buds, and *MS1* exhibited no change in response to light in either background. This suggests that low light modulates the DYT1–TDF1–AMS–MS188 transcriptional cascade, with bHLH89/91 activity involved in maintaining the transcriptional response of *AMS* and *MS188* under adverse growth conditions. Notably, 18 of the direct targets of AMS previously identified (Xu *et al.*, 2014) are up-regulated in response to low light in Col-0 but not in the *bhlh89,91* mutant. This suggests that light may modulate bHLH89/91 co-activation of a large proportion of AMS direct targets, with a substantial knock-on effect on the downstream genes (Supplementary Table S3).

bHLH transcripts are slightly, but significantly, reduced in response to low light in both *bhlh89,91* and Col-0, with *bHLH89*, *91*, and *10* expressed at ~60–70% of normal levels. 

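As fractions of the normal-light level, from the fitted log2FCs, low light left bHLH10 at 68.2% in Col-0 and 72.7% in bhlh89,91, bHLH89 at 65% and 71.3%, and bHLH91 at 74.3% and 76.1%.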

Given that *bHLH89*, *91*, and *10* have some degree of functional redundancy (Zhu *et al.*, 2015), it is possible that the reduced expression of the remaining functional bHLH within *bhlh* double mutants causes reduced fertility. However, the expression changes are relatively small, and there are no obvious differences in bHLH expression patterns in low light conditions (Fig. 4; Supplementary Fig. S12), thus this is unlikely to have such large effects on fertility. At the protein level, translational fusions suggest that bHLH proteins are even marginally increased under low light (Supplementary Fig. S13). As the tapetal bHLHs form dimers with distinct functions in regulating downstream genes (Cui *et al.*, 2016), post-translational mechanisms may also play a role here in regulating protein interactions and contribute to the different levels of conditional sterility within the two *bhlh* double mutants.

### The *bhlh89,91* mutant has a reduced transcriptional response to low light, with differential regulation of sexual reproduction processes

Under normal light, there are minimal differences between Col-0 and the *bhlh89,91* mutant transcriptomes, according to RNA-seq data. However, these differences are more than quadrupled under low light stress, primarily due to changes in transcription in low light in Col-0 that are absent in the *bhlh89,91* mutant (Fig. 5A). A number of biological processes appear to be impaired in the *bhlh89,91* mutant (Fig. 5C). Lipid storage genes, for example, are enriched in Col-0 but not *bhlh89,91* in response to low light; however, we could find no evidence of a changed lipid state in later stages of pollen development (Supplementary Fig. S11). Fitting with the phenotypic data, there is no GO term enrichment of genes related to sexual reproduction in the light response of the *bhlh89,91* mutant, suggesting that bHLH89 and bHLH91 may integrate environmental signals to control reproductive development in adverse conditions. Indeed, we identified a number of light-sensitive bHLH-dependent genes with a confirmed role in male reproductive development (Table 1).

Hormonal signalling and responses appear to be differentially regulated between the WT and *bhlh89,91* mutant. bHLH89 and 91 up-regulate key genes involved in auxin, cytokinin, and ABA signalling pathways under low light (Supplementary Fig. S14) and are involved in responses to auxin, jasmonic acid (JA), and gibberellic acid (GA) (Fig. 5C; Supplementary Fig. S15). Reduced signalling in a number of these phytohormone pathways could underlie the sterility observed under low light. Auxin synthesis, for example, plays a major role in stamen and pollen development (Cheng *et al.*, 2006; Cecchetti *et al.*, 2008), with auxin transport from the tapetum to the middle layer vital in maintaining fertility (Cecchetti *et al.*, 2017). Whilst we know that this is controlled by a number of genes, it is possible that the tapetal bHLHs relay environmental signals into these genetic pathways. GA has long been linked to male fertility; double and triple mutants of the redundant GA biosynthesis genes GA20OX1, 2, and 3 exhibit sterile phenotypes similar to *bhlh010*, *089*, and *091* mutants. The *ga20ox1ga20ox2* double mutant is semi-fertile with impaired seed set in early flowers and reduced silique elongation (Rieu *et al.*, 2008; Plackett et al., 2012). Whilst our RNA-seq data point towards some regulation of hormonal pathways by bHLH89 and 91, further studies are required to establish whether reduced fertility is caused by altered hormonal signalling.

### bHLH089 and bHLH091 may regulate pollen wall development in response to light

Among the direct AMS targets differentially regulated in response to light, EXL4 is strongly up-regulated in response to low light in the WT but not the *bhlh89,91* mutant. The EXL4 gene encodes a sporophytic pollen coat protein essential for pollen wall formation (Updegraff *et al.*, 2009) and has been shown to be directly regulated by both AMS (Xu *et al.*, 2014) and DYT1 in combination with bHLH89 (Fu *et al.*, 2020). Network analysis of light-responsive DEGs shows that EXL4 forms a central hub within the largest subnetwork of the interactome (Supplementary Fig. S16), pulling together key genes involved in pollen wall development. This may suggest that altered bHLH89/91 protein interactions with AMS and DYT1 under low light directly regulate pollen wall formation.

Recently Lai *et al.* (2022) demonstrated that *bHLH89* and *bHLH10* are required for normal formation of the pollen exine and intine, through positive regulation of the phospholipid and flavonol metabolic pathways. The data we present herein suggest that bHLH91, in addition to bHLH89 and bHLH10, might also play an important role in regulating pollen wall development, specifically in response to altered environmental conditions, with both *bhlh89,10* and *bhlh89,91* double mutants exhibiting defective pollen wall patterning under low light conditions (Fig. 2). GO enrichment and KEGG pathway analysis suggested that spermidine biosynthesis and metabolism change in Col-0 in response to light but not in the *bhlh89,91* mutant (Supplementary Figs S14A, S15). Polyamines, such as spermidine, are involved in abiotic and biotic stress adaptations as well as normal plant growth and reproductive development, with losses of biosynthetic enzymes resulting in decreased pollen viability (Chen *et al.*, 2014). Four of the bHLH-dependent and light-responsive DEGs highlighted in this study (Table 1) affect the levels of spermidine in the pollen coat. TAPETUM-SPECIFIC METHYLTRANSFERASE 1 (TSM1), the BAHD acyltransferase SPERMIDINE HYDROXYCINNAMOYL TRANSFERASE (SHT), and two partially redundant cytochrome P450 enzymes CYP98A8 and CYP98A9 (Fellenberg *et al.*, 2008; Grienenberger *et al.*, 2009; Matsuno *et al.*, 2009) all act together in a single spermidine biosynthetic pathway in pollen development (Fellenberg *et al.*, 2009). Grienenberger *et al.* (2009) hypothesized that the location of these spermidines in the outer layer of the pollen coat may protect the pollen grain against environmental stresses. Since we observed differential regulation of these four enzymes in response to low light stress in the *bhlh89,91* mutant, we might expect major changes in spermidine derivatives in the pollen coat compared with Col-0, leading to reduced protection of the pollen from environmental stresses. It may be that up-regulation of these genes by bHLH89 or 91 allows the pollen to retain structure despite adverse environmental conditions. Loss of these spermidines may be contributing to the collapsed pollen seen under low light in the *bhlh* double mutants (Fig. 2).

In addition to spermidines, it is likely that bHLH89 and 91 regulate pollen development more generally. Recent work by Truskina *et al.* (2022) highlighted the role of intercellular signalling pathways and subtilases in coordinating tapetum and pollen grain development. SBT5.4, which is differentially regulated by bHLH89/91 in response to light (Table 1), was found to be crucial in synchronizing organized secretion of pollen wall components into the anther locule (Truskina *et al.*, 2022). Ectopic expression of SBT5.4 leads to defective exine patterning, and clumped pollen similar to that observed under low light in the *bhlh89,91* mutant (Fig. 2F).

These *bhlh89,91* pollen abnormalities under low light are also reminiscent of the *abcg9,abcg31* mutant in which pollen grains shrivel and clump together upon exposure to air (Choi *et al.*, 2014). These two ATP binding cassette (ABC) transporters, involved in the deposition of steryl glycosides on the pollen coat, are down-regulated in the *bhlh010 bhlh089* mutant (Lai *et al.*, 2022) and, according to our own data, appear to be regulated by bHLH89/91 in response to light (Supplementary Table S3). Lai *et al.* demonstrated that ABCG9 is directly activated by bHLH89. Since both ABCG9 and ABCG31 are up-regulated in Col-0 responses to low light, but are unchanged in the *bhlh89,91* mutant, this further suggests that pollen coat deposition is directly regulated in response to environmental signals through bHLH89/91.

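ABCG9 (AT4G27420) went from 4.91 ± 2.01 to 18.0 ± 1.72 TPM in Col-0 and from 11.7 ± 4.01 to 6.84 ± 2.27 TPM in bhlh89,91, and ABCG31 (AT2G29940) from 4.45 ± 1.35 to 16.7 ± 2.14 and from 5.73 ± 1.25 to 5.77 ± 1.48 TPM (mean ± SD, n = 4). The log2FC of ABCG9 was 1.89 ± 0.32 in Col-0 and -0.76 ± 0.31 in the mutant (± SE; edgeR, Benjamini-Hochberg adjusted p = 0.000106 and 0.0695). For ABCG31 it was 1.92 ± 0.22 and 0.02 ± 0.22 (± SE; edgeR, Benjamini-Hochberg adjusted p = 2.24e-06 and 0.949). ABCG31 is the clearer case of an unchanged gene, its sign in the mutant turning without bhlh89,91 normal light column 4 (-0.13). ABCG9 tends downward: without bhlh89,91 normal light column 4, the library of its group lowest in ABCG9, it was at -0.99 (edgeR adjusted p = 0.0121). The responses of the genotypes differed by -2.65 ± 0.44 for ABCG9 and -1.90 ± 0.30 for ABCG31 (± SE; edgeR interaction, Benjamini-Hochberg adjusted p = 0.000761 and 0.000593). Under low light both were lower in the mutant than in Col-0 (-1.38 and -1.52; edgeR, Benjamini-Hochberg adjusted p = 0.00162 and 3.41e-05). In normal light ABCG9 was higher (1.27, edgeR adjusted p = 0.0137), and it was called a DEG with DESeq2 (1.26; adjusted p = 0.00507, range over the planned methods 0.00507 to 0.0397) and without bhlh89,91 normal light column 4 (1.5, edgeR adjusted p = 0.0026). As a score the 2 genes rose by 1.98 in Col-0 (exact two-sided permutation p = 0.0286) and changed by -0.35 in the mutant (exact permutation p = 0.2), a difference of -2.33 (exact permutation p = 0.00163, adjusted over all list scores 0.0176). The study discusses both genes for their responses in these same libraries, so the score is no independent evidence.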

In conclusion, we have shown that bHLH89 and bHLH91 play an important role in regulating fertility in response to light, with the *bhlh89,91* and *bhlh89,10* mutants showing varying degrees of reduced fertility under low light characterized by defective pollen wall formation and non-viable pollen. This supplements recent work on the importance of bHLH89 and 10 in regulating pollen exine development (Lai *et al.*, 2022) and maintaining fertility under high temperature stress (Fu *et al.*, 2020), suggesting that bHLH89, 10, and 91 may play a broad role in mitigating environmental variation to ensure that pollen development and fertility are maintained. We found that low light induces major transcriptional changes in the early stages of flower development in Col-0 that are absent in the *bhlh89,91* mutant. This indicates that bHLH89 and bHLH91 are critical in floral response to low light stimulus, through regulation of genes related to sexual reproduction, lipid storage and metabolism, and hormonal responses. Further analysis of the control and function of these genes will help to elucidate the role of the bHLHs in male reproductive development in response to a changing environment and provide new avenues for understanding how environmental signals control pollen development, with potential to be adopted into EGMS breeding practices.

## Supplementary data

The following supplementary data are available at *JXB* online.

Fig. S1. qRT–PCR of the housekeeping gene PP2A3.

Fig. S2. Location of T-DNA inserts in *bhlh.*

Fig. S3. Correlation of seed number and silique length.

Fig. S4. Fertility analysis of *bhlh* single mutants.

Fig. S5. Spectra of light treatments.

Fig. S6. Effect of high light levels on silique length in *bhlh* double mutants.

Fig. S7. Comparison of bud sizes at each stage of microspore development in Col-0 and *bhlh* mutant inflorescences.

Fig. S8. Alexander viability staining of pollen under different light intensities.

Fig. S9. TEM sections of Col-0 and the *bhlh89,91* double mutant.

Fig. S10. Semi-thin sections of Col-0 and *bhlh89,91* double mutant anthers in low light conditions.

Fig. S11. Nile red staining of tricellular pollen from Col-0 and *bhlh* double mutants.

Fig. S12. X-Gluc staining of bHLH transcriptional reporter inflorescences and dissected anthers.

Fig. S13. Expression of translational bHLH florescent reporter lines under normal and low light.

Fig. S14. KEGG pathway changes in the *bhlh89,91* double mutant.

Fig. S15. GO enrichment of biological processes in Col-0 and the *bhlh89,91* in normal versus low light DEGs.

Fig. S16. Network analysis of light-responsive DEGs in Col-0.

Table S1. Primers for qRT–PCR expression analysis.

Table S2. Expression of key tapetum transcription factors within RNA-seq.

Table S3. Total differentially expressed genes (DEGs).

Table S4. KEGG pathway enrichment of DEGs.

Table S5. 84 annotated anther-expressed DEGs.

erad480_suppl_Supplementary_Tables_S1-S5

erad480_suppl_Supplementary_Figures_S1-S16

## Data Availability

Sequence data from this article can be found in the National Center for Biotechnology Information Gene Expression Omnibus under series number GSE248735. AMS (AT2G16910), bHLH10 (AT2G31220), bHLH89 (AT1G06170), bHLH91 (AT2G31210), DYT1 (AT4G21330), MS1 (AT5G22260), MS188/MYB80 (AT5G56110), TDF1 (AT3G28470).

# Supplementary material for: Environmental regulation of male fertility is mediated through Arabidopsis transcription factors bHLH89, 91, and 10
**Source:** J Exp Bot. 2023 Dec 8;75(7):1934–47. doi: 10.1093/jxb/erad480
**Supplement:** erad480_suppl_Supplementary_Figures_S1-S16

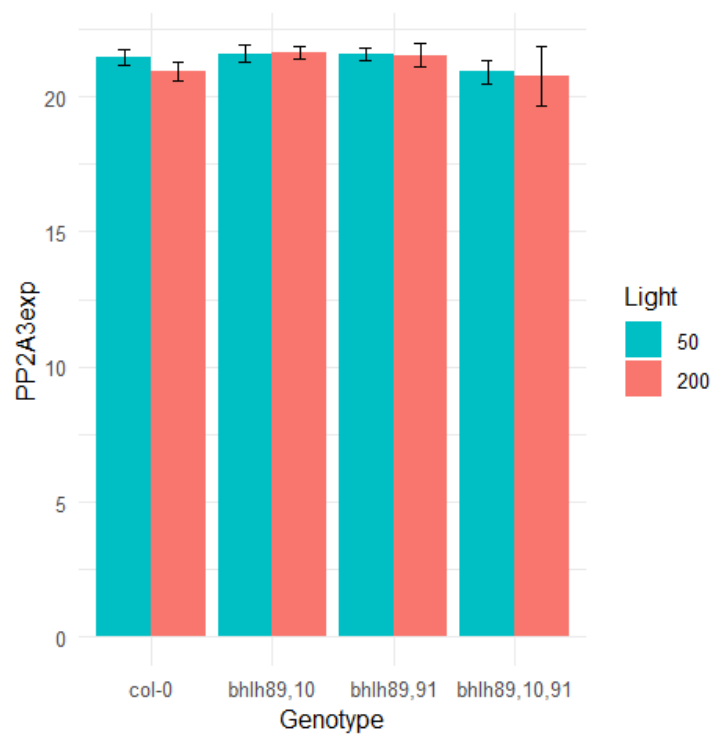

Figure S1. qRT-PCR showing expression of the housekeeping gene PP2A3 in the different lines and environmental conditions used in this study

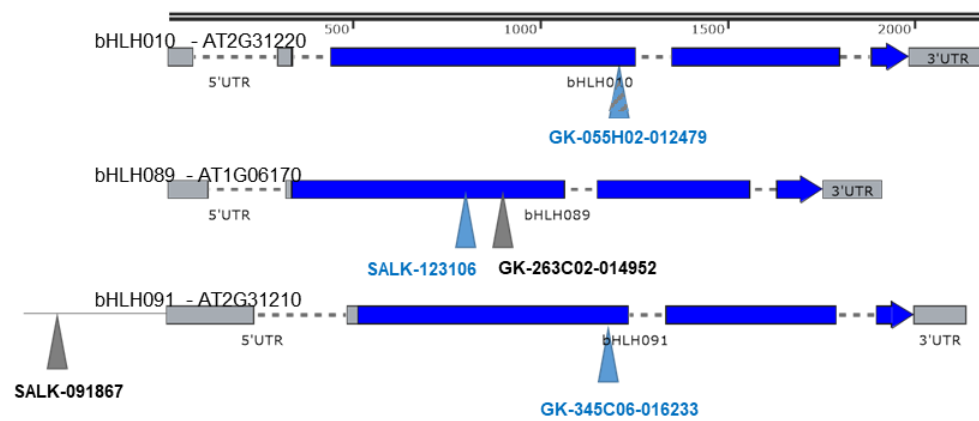

Figure S2. Location of T-DNA inserts in bHLH sequences, blue triangles represent location of inserts used in this study, all are located in exons (blue boxes). GK-055H02-012479 (*bhlh010*) was used in both (blue and grey triangle), while the grey triangles represent the location of inserts used in Zhu *et al.* (2015), and for the creation of the triple mutant *bhlh089,bhlh010,amiR-bHLH091*.

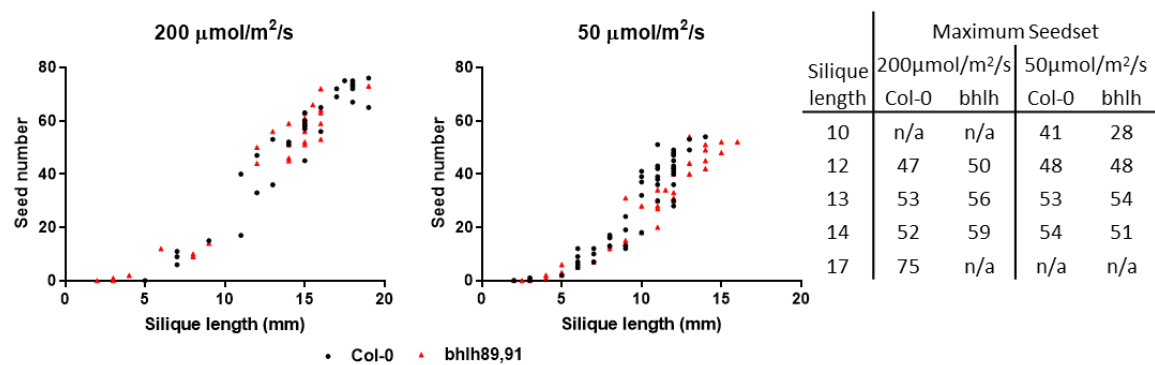

Figure S3. Correlation of seed number and silique length, within individual siliques of *Col-0* and *bhlh89,91* in each light condition. Siliques longer than 10mm in low-light treated *bhlh89,91* represent occasional, and possibly outcrossed fertile siliques.

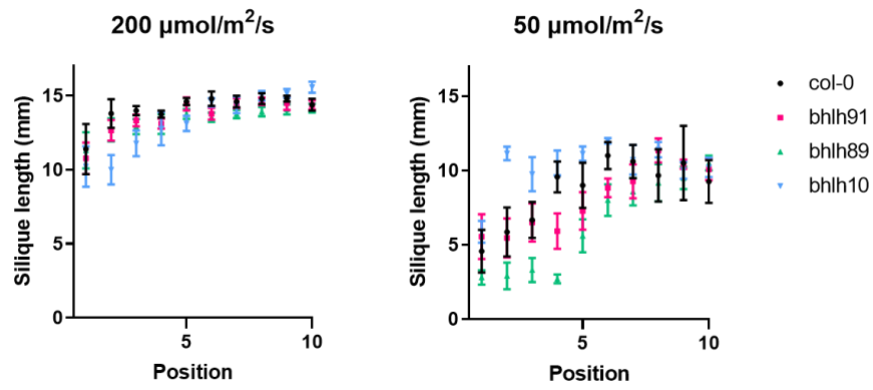

Figure S4. Fertility analysis of *bhlh* single mutants showing the effect of low light (50  $\mu\text{mol}/\text{m}^2/\text{s}$ ), measured by silique length across the initial 10 flower positions. Mean values and standard error of the mean plotted.

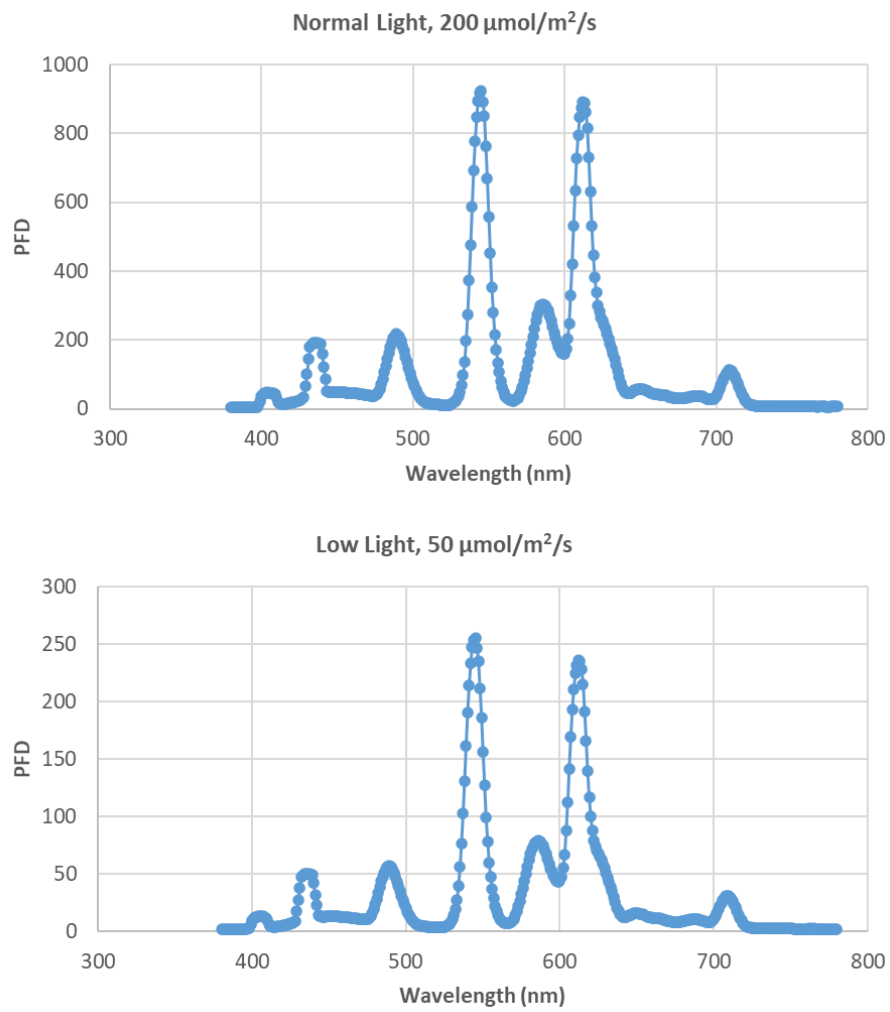

Figure S5. Spectra of normal and low light treatments with Photon Flux Density (PFD) plotted against wavelength, shows that whilst intensity is changed between light treatments, spectral quality is consistent. Recorded using Li-180 Spectrometer (Licor) at rosette level.

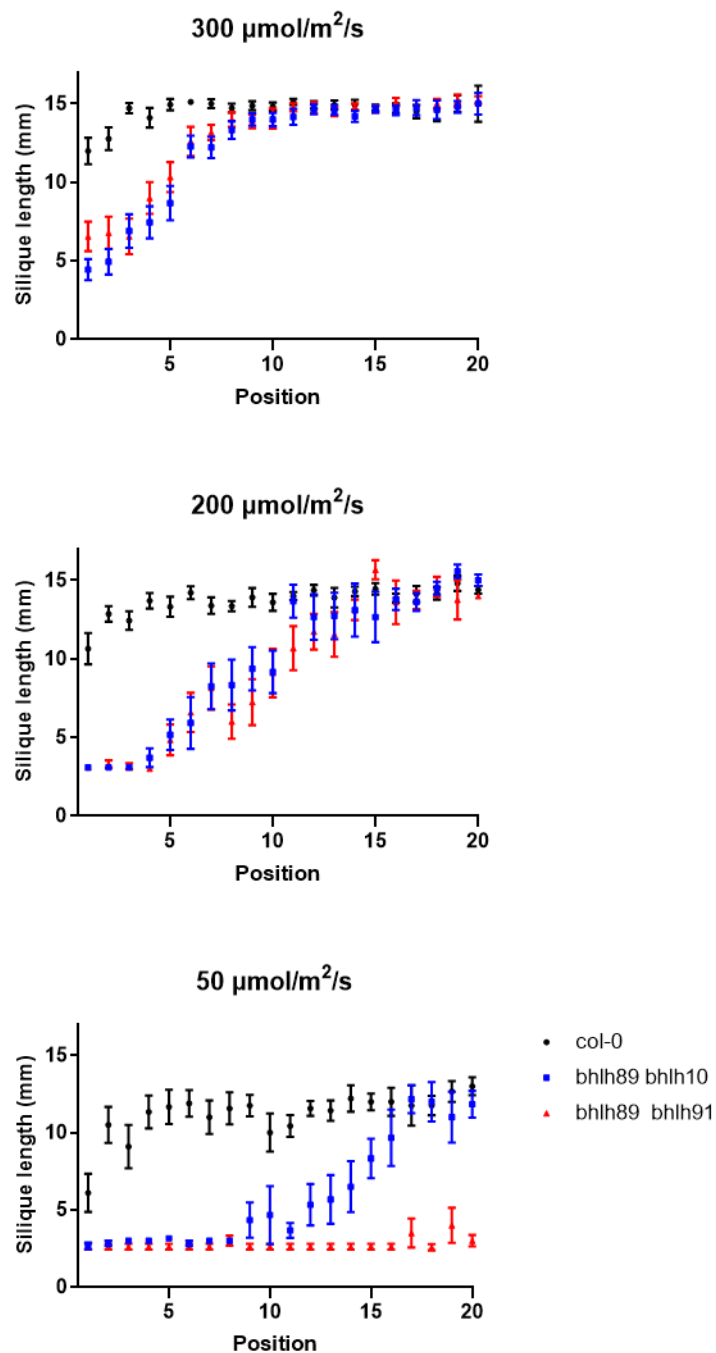

Figure S6. Characterisation of *bhlh* double mutants. The effect of high light (300  $\mu\text{mol/m}^2/\text{s}$ ), normal light (200  $\mu\text{mol/m}^2/\text{s}$ ) and low light (50  $\mu\text{mol/m}^2/\text{s}$ ), measured by silique length across the flowering stem, showing a reduction in initial sterility under high light and prolonged initial sterility in low light for the *bhlh* double mutants. Mean values and standard error of the mean plotted.

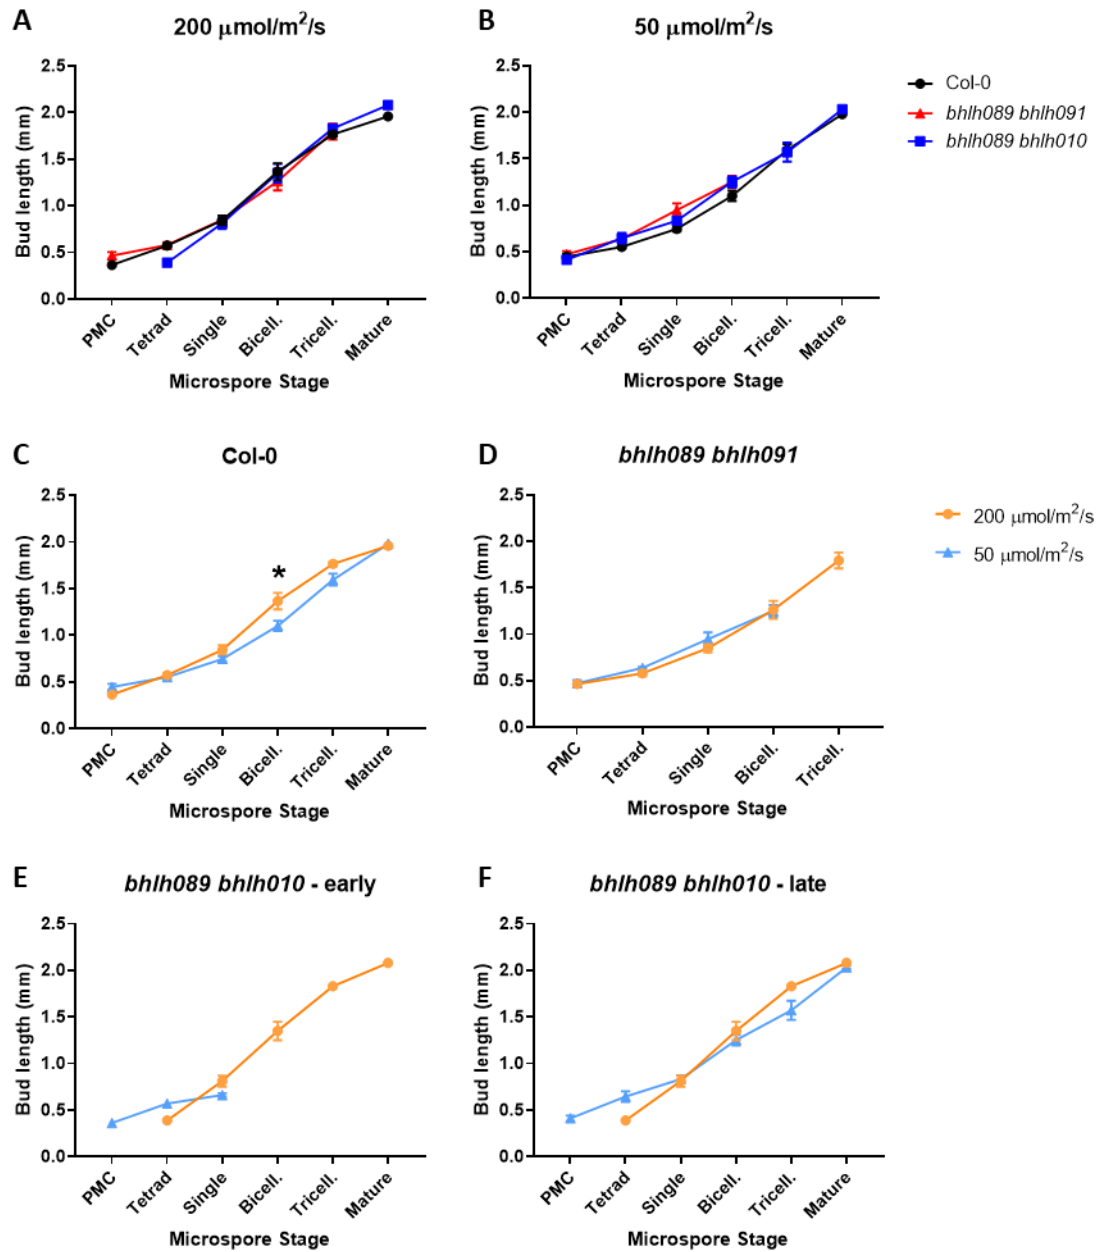

Figure S7. Comparison of bud sizes at each stage of microspore development in Col-0 and *bhlh* mutant inflorescences grown under (A) 200 and (B) 50  $\mu\text{mol}/\text{m}^2/\text{s}$  light. The effect of light on bud size at different developmental stages is shown for (C) Col-0, (D) *bhlh089 bhlh091* and (E,F) *bhlh089 bhlh010*. A-D,F represent 'late' inflorescences, taken after 20+ flowers have already opened, whereas E is from 'early' inflorescences at the beginning of the flowering stem with less than 3 open flowers. Mean and SEM plotted. Asterisk indicates significant difference according to a student's T-test ( $p < 0.05$ ).

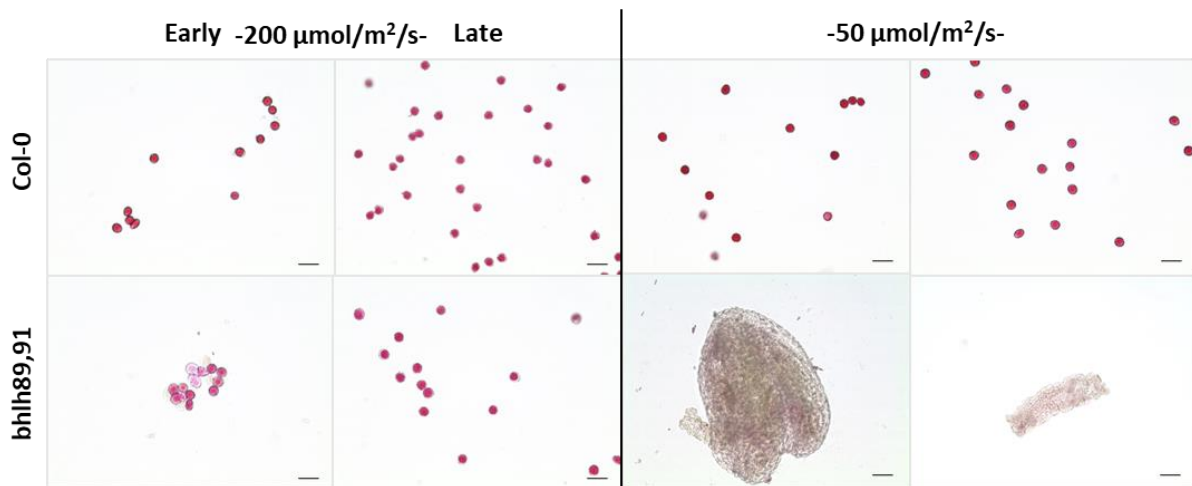

Figure S8. Alexander viability staining of pollen under different light intensities. Pink is viable, while pale pink/colourless is non-viable pollen. Scale bar 50 $\mu\text{m}$ .

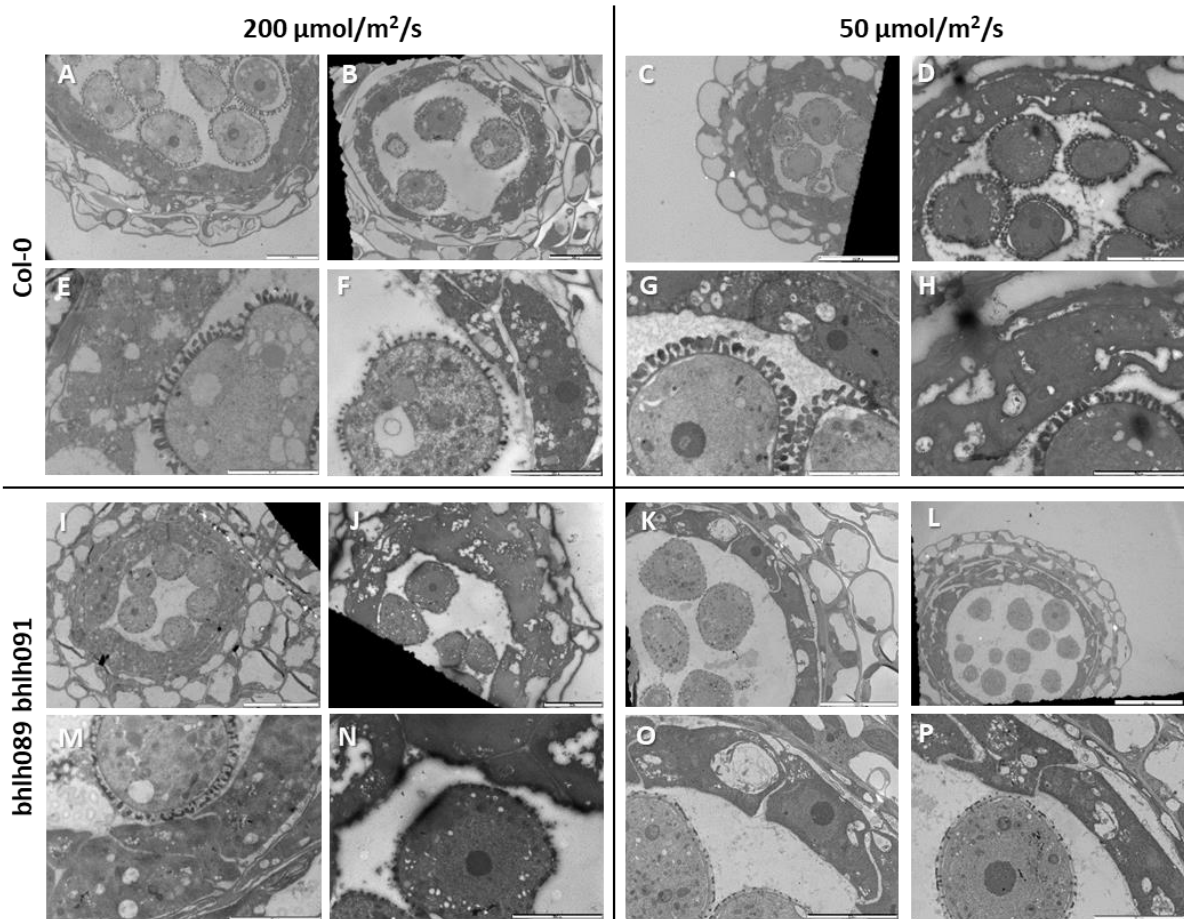

Fig. S9. TEM sections of WT (A-H) and *bhlh089 bhlh091* (I-P) single microspore stage anthers grown under normal and low light conditions. Scale bar: 1000 $\mu\text{m}$  for A,B,C,J,K; 2000 $\mu\text{m}$  for D,I,L; 5000 $\mu\text{m}$  for E-H,M-P

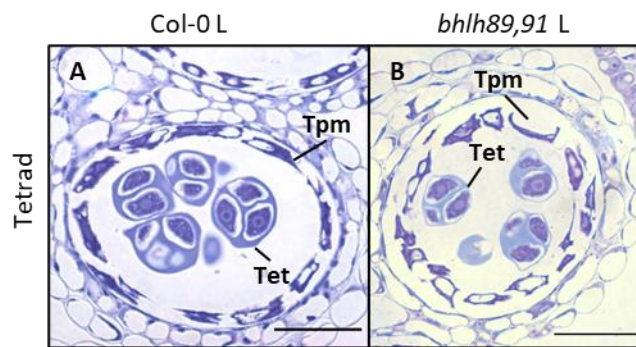

Figure S10. Semi-thin sections of Col-0 (A) and *bhlh89,91* double mutant (B) anthers, in low (L) light conditions at tetrad stage of microspore development. Tpm, tapetum; Tet, tetrads. Scale bar 50 $\mu$ m.

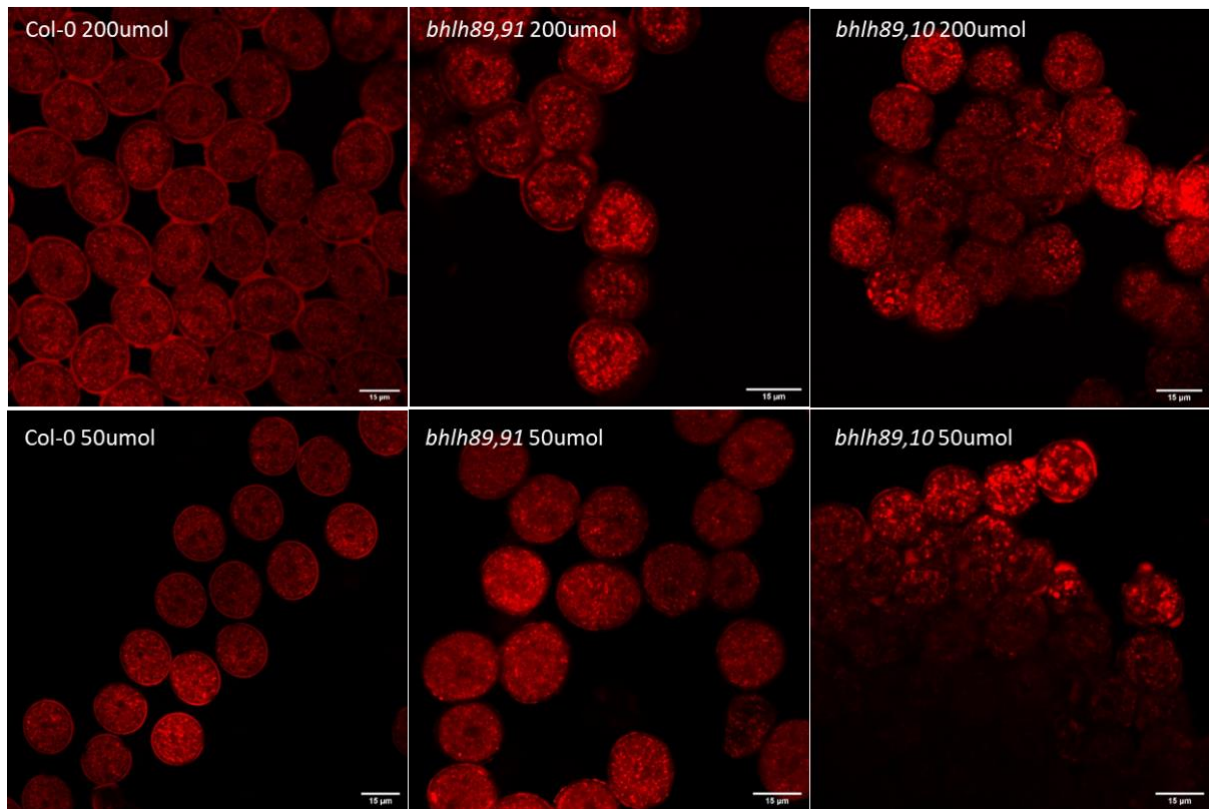

Figure S11. Nile red staining of tricolpate pollen from Col-0 and *bHLH* double mutants grown under different light conditions, showing lipid body distribution. Nile red stains polar membrane lipids deep red, whilst neutral lipid in intracellular storage fluoresce yellow. Scale bar 15μm.

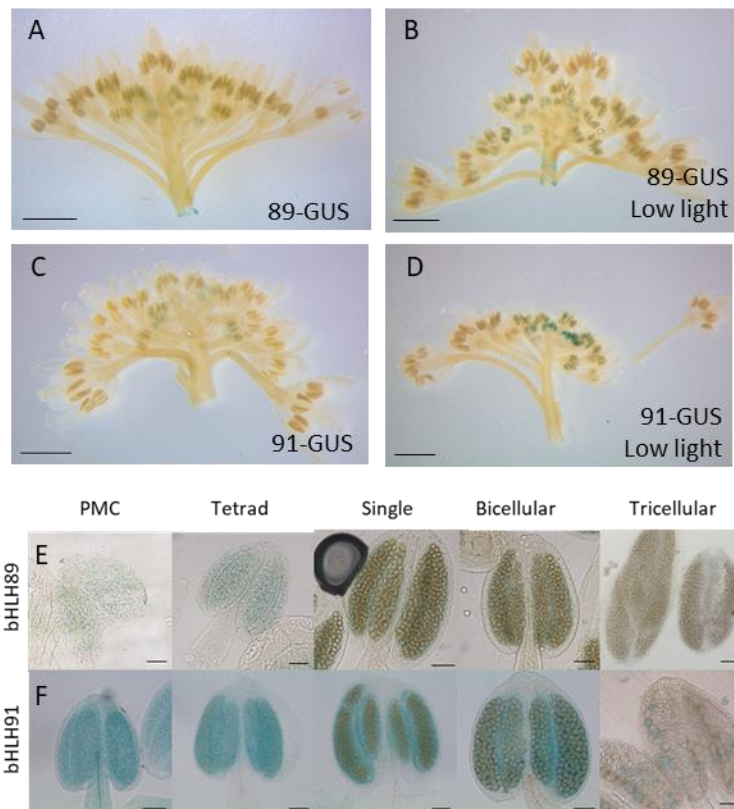

Figure S12. X-Gluc staining of bHLH transcriptional reporter inflorescences (A-D) and dissected anthers (E-F) showing spatial-temporal patterns of bHLH gene expression. pbHLH::GUS expression is prolonged from Pollen Mother Cell Stage to Bicellular Microspore stage in the tapetum with some GUS expression also seen in Tricellular Microspores of pbHLH91:GUS (F). pbHLH:GUS expression patterns persist under low light treatment (B,D). Scale Bars represent 1mm in A- D and 50μm in E-F.

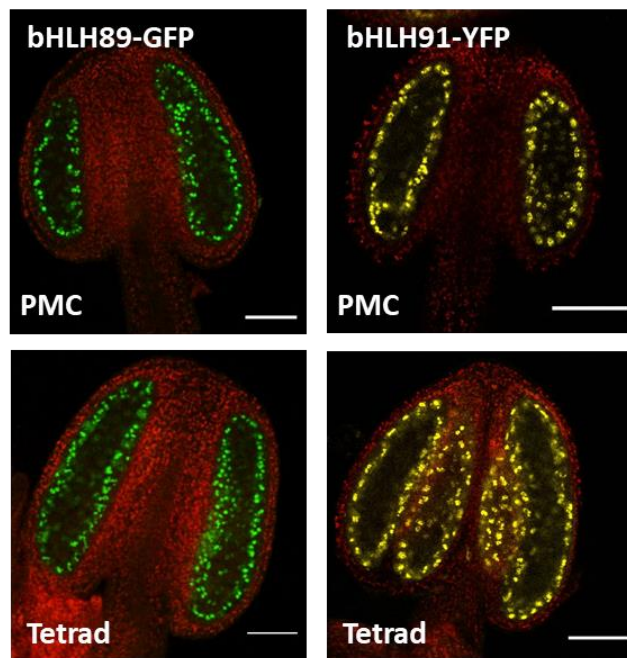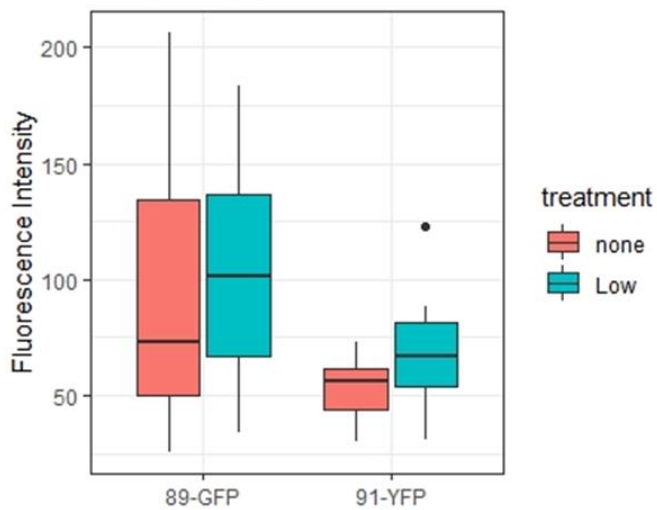

Figure S13. Expression of translational bHLH-fluorescent reporter proteins in WT backgrounds. bHLH89-GFP and bHLH91-YFP expression in the nuclei of tapetum tissue at Pollen Mother Cell (PMC) and Tetrad stages of anther development. Fluorescence Intensity plot showing bHLH- fluorophore response to low light. Scale bars represent 50μM

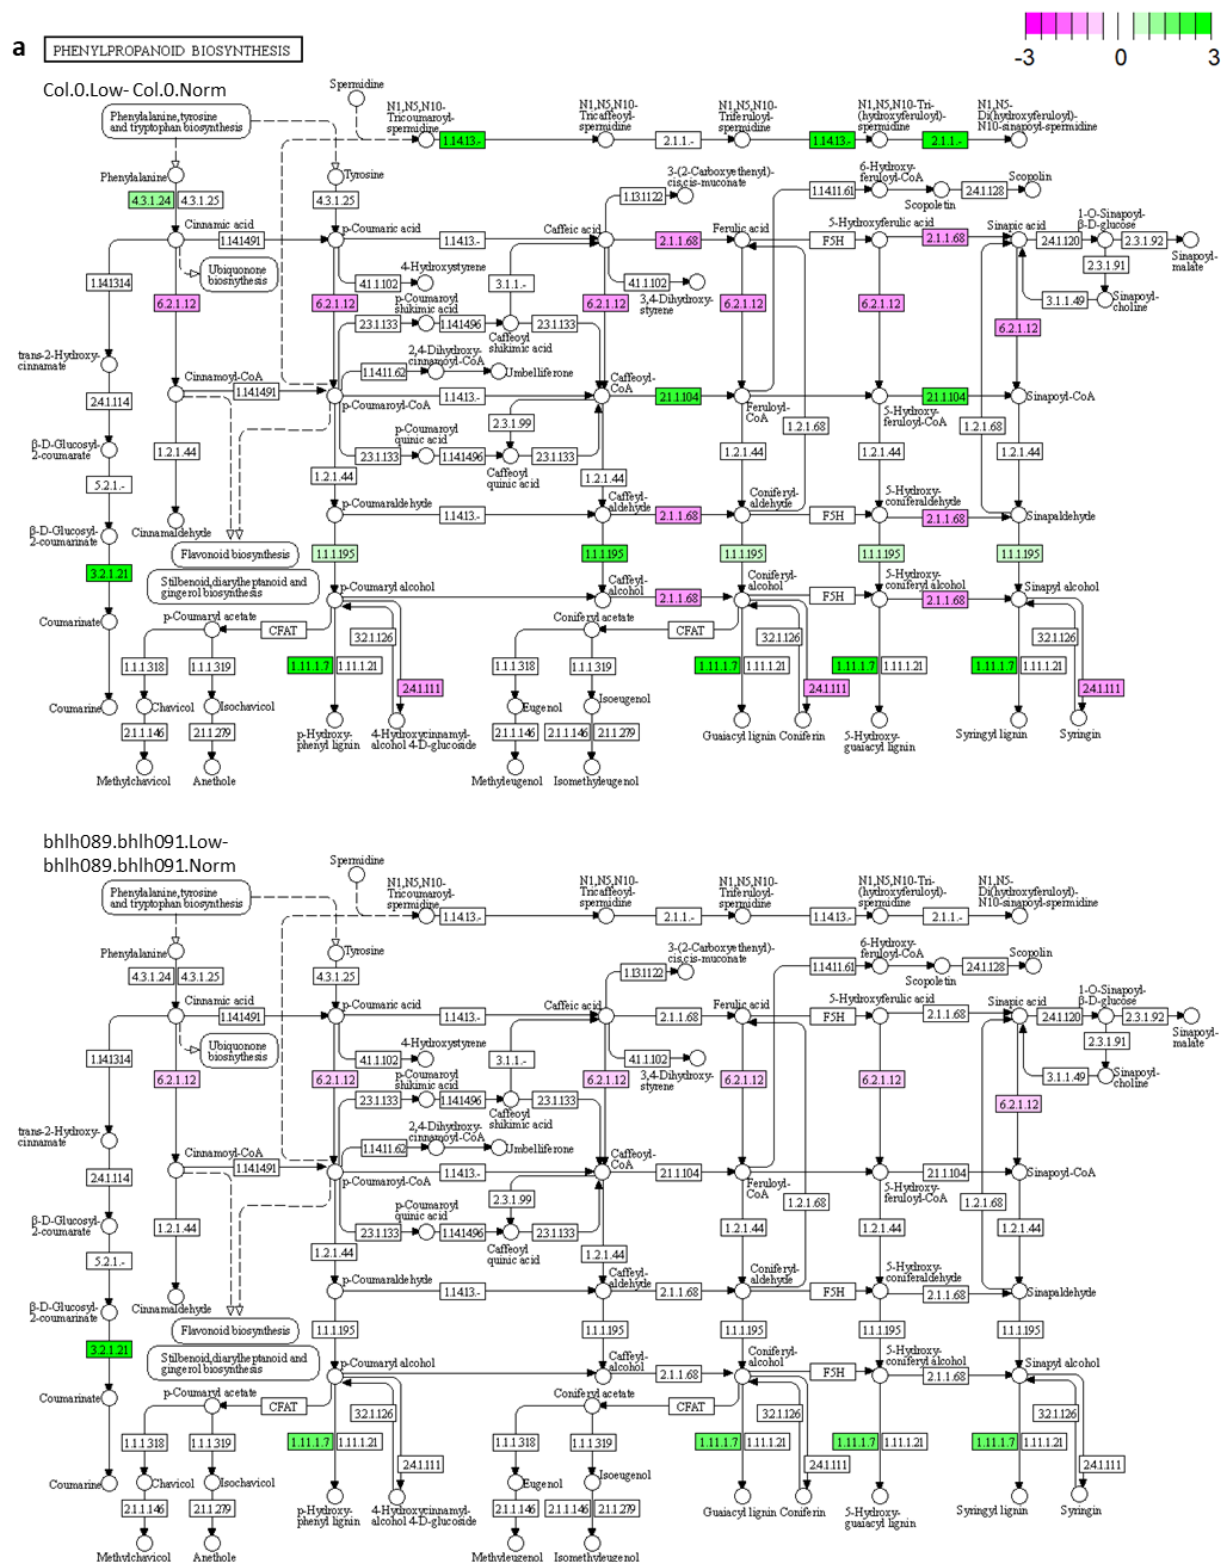

Figure S14A. KEGG pathway changes the *bhlh89,91* mutant; Phenylpropanoid biosynthesis fill colour showing log2FC of low-light upregulated (green) and downregulated (magenta) DEGs in Col-0 (top) and *bhlh89,91* mutant (bottom). Cut-off for significant DEGs log2FC>1, q<0.01. Plot created using Pathview in R.

**b** PLANT HORMONE SIGNAL TRANSDUCTION Col.0.Low- Col.0.Norm

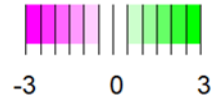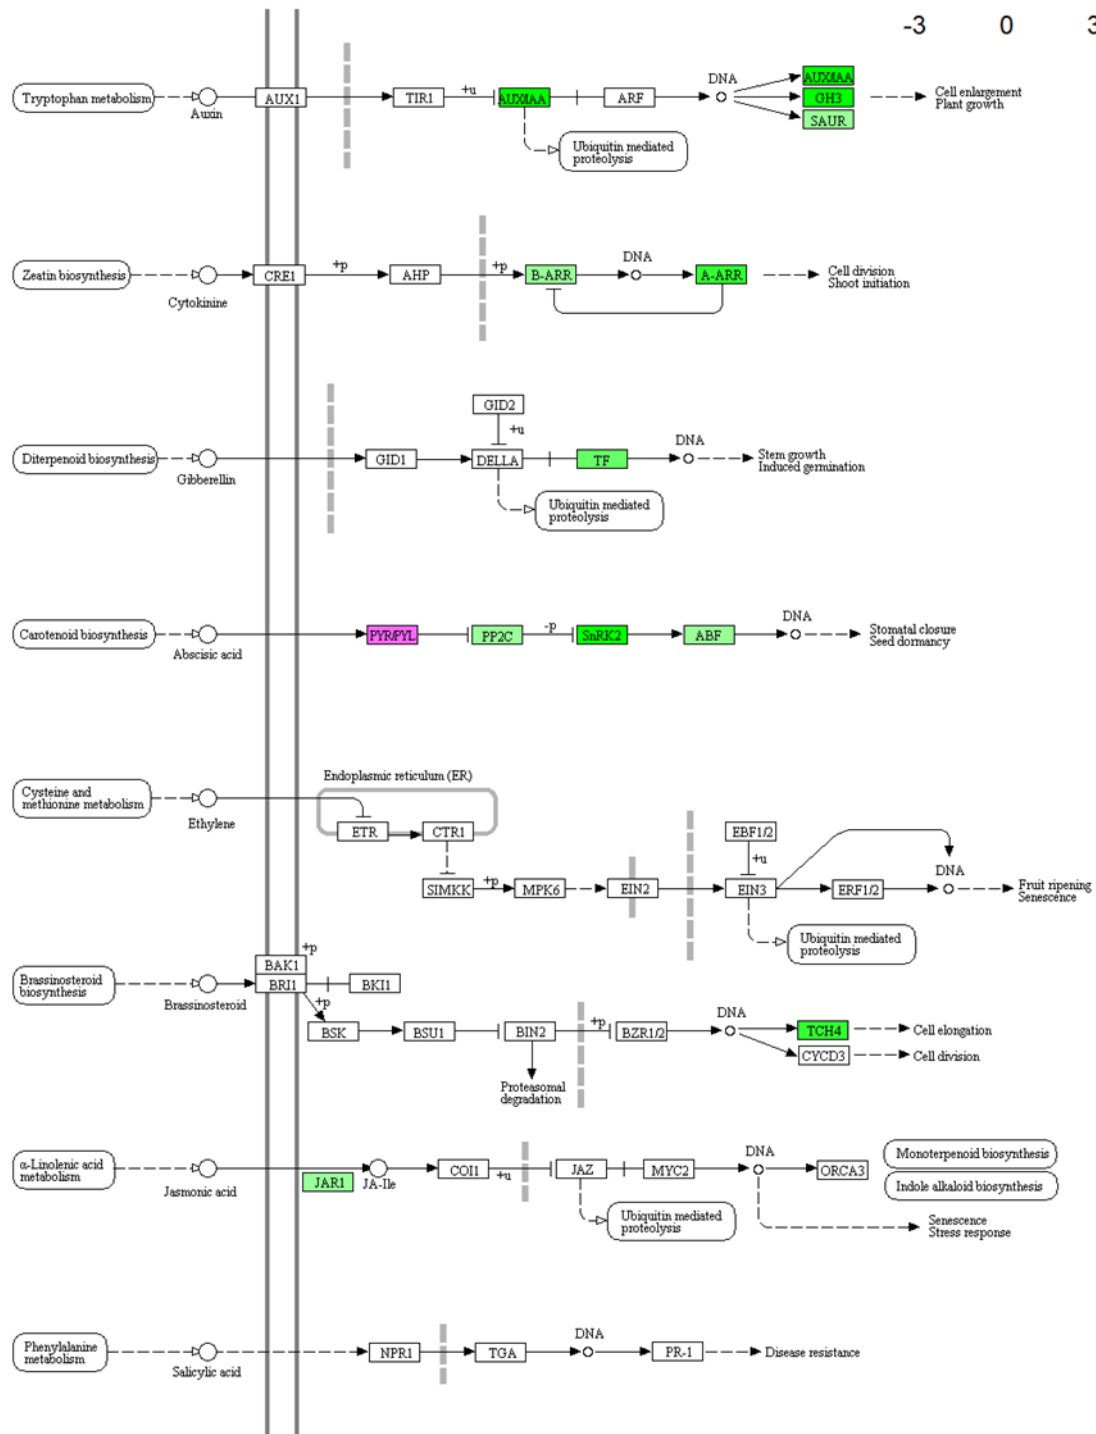

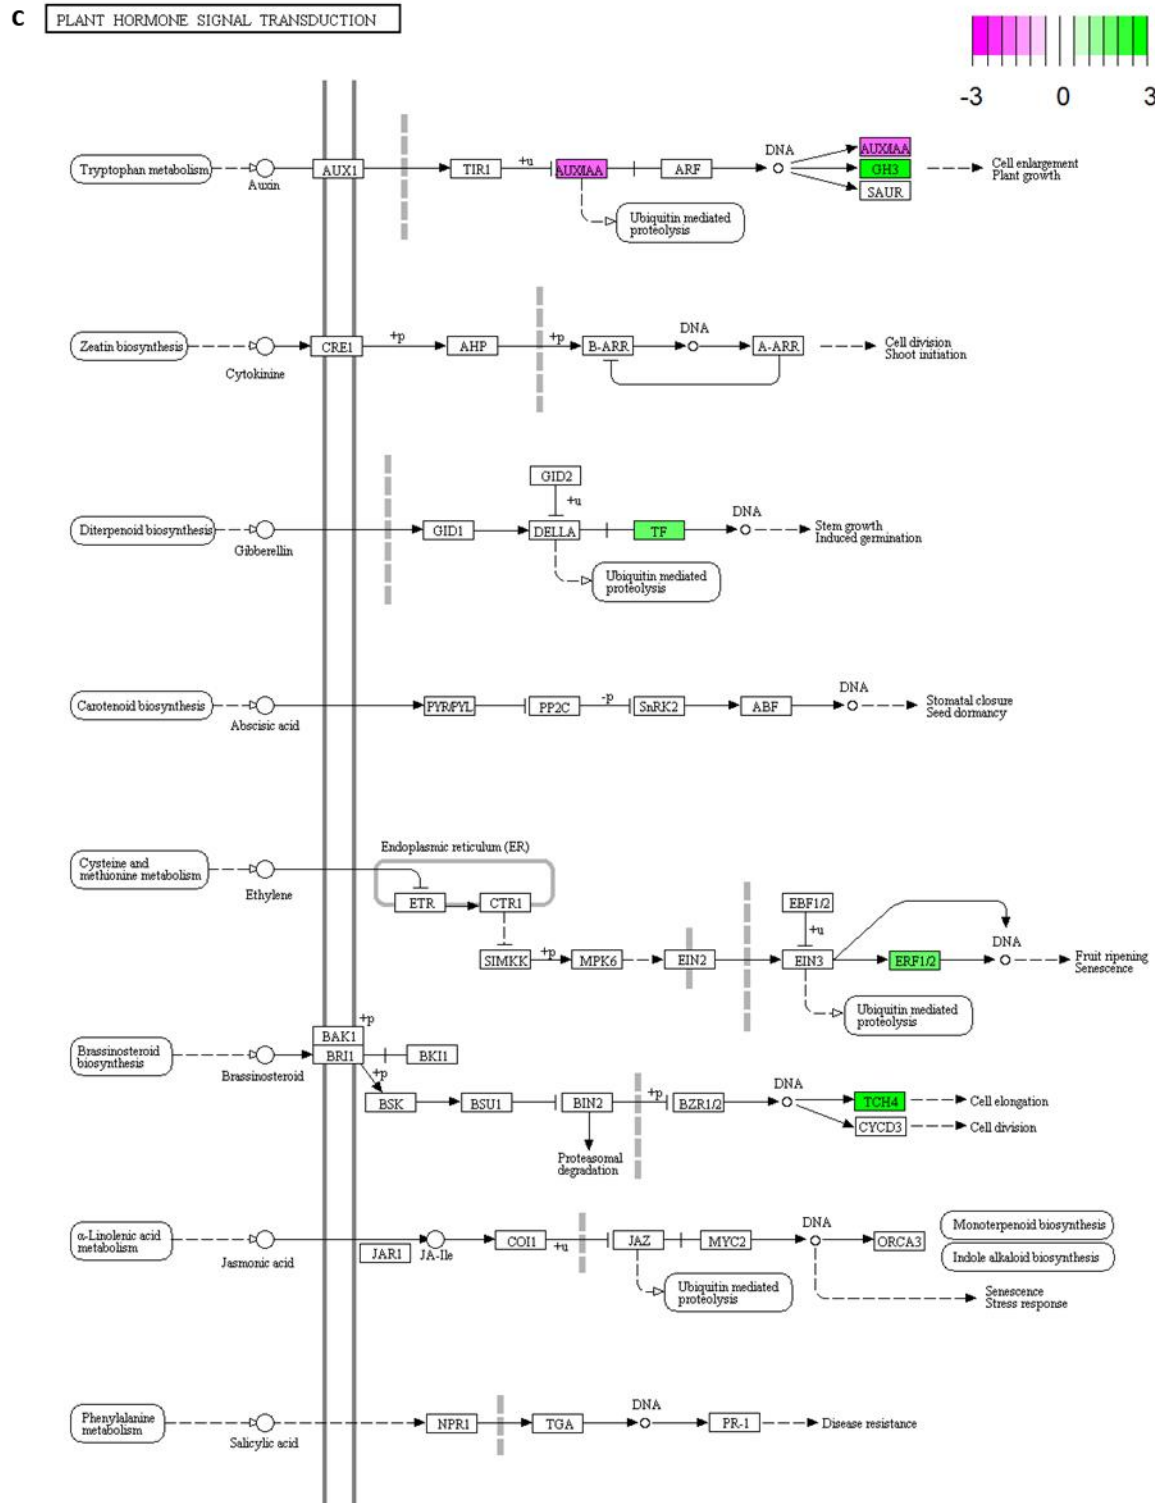

Figure S14B-C, continued from previous page. Plant Hormonal Signal Transduction KEGG pathway showing changes in DEGs involved in Auxin, Cytokinin, ABA and JA signalling pathways in low light in Col-0 that are absent or altered in the *bhlh089 bhlh091* mutant. Fill colour intensity is indicative of low-light upregulated (green) and downregulated (magenta) DEGs in Col-0 (top) and *bhlh89,91* mutant (bottom). Cut-off for significant DEGs  $\log_2FC > 1$ ,  $q < 0.01$ . Plot created using Pathview in R.

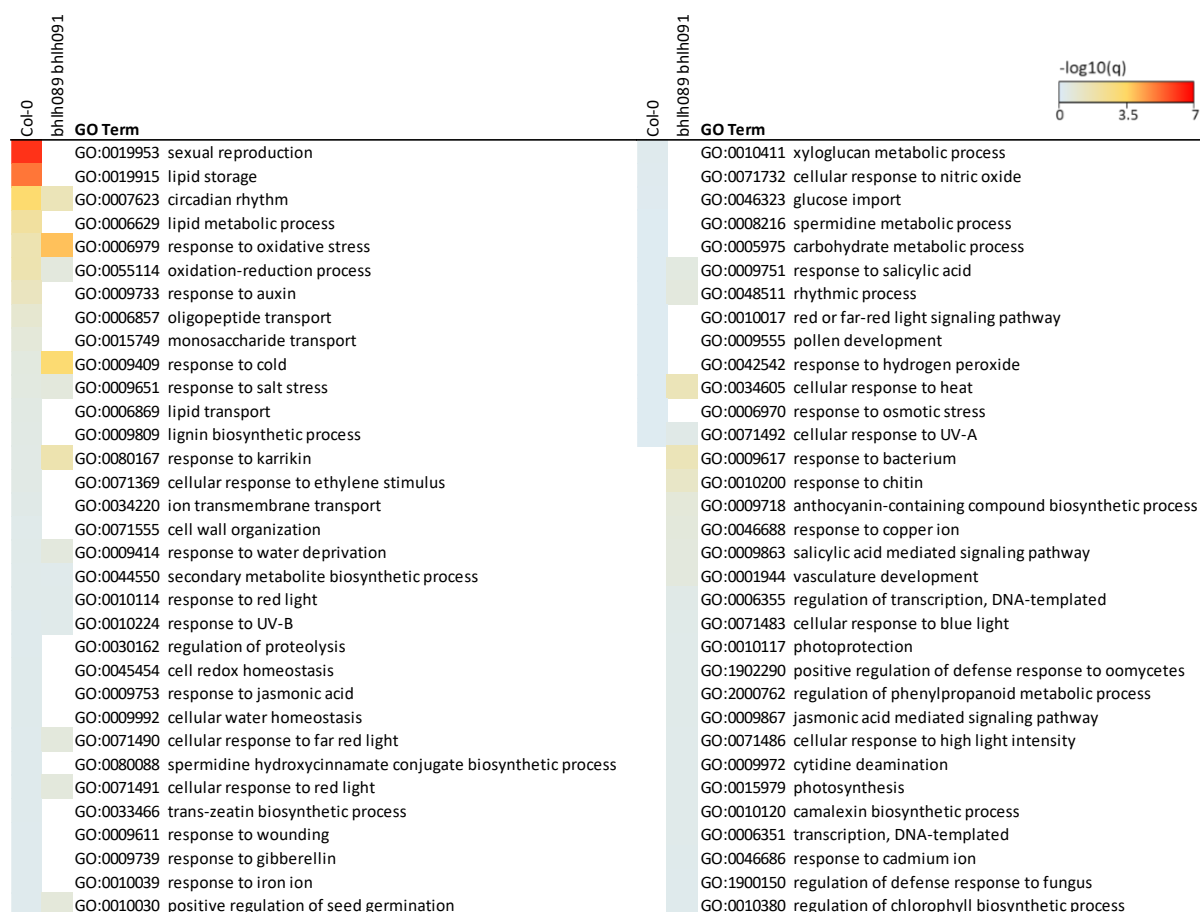

Figure S15. GO enrichment of biological processes in Col-0 and *bhlh089 bhlh091* normal vs low light DEGs ( $\log_2FC > 2$ ). Colour scale represents  $-\log_{10}(q)$  where  $q$  is the p-value adjusted by the Benjamini method.

How the deposited data were processed for this re-analysis (not part of the article)

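The authors mapped the reads with Salmon to AtRTD2 and summed transcripts to genes with tximport (length-scaled TPM), and deposited the estimated counts of each gene and library. The authors deposited TPM for the same genes and libraries, from the same run of tximport. Every value was read as deposited, and no read was mapped again. No genome build is named for AtRTD2, so coordinates were used for the order of genes and for the primer positions alone.

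Estimated counts were rounded to whole numbers. The medians and ranges of the library totals are given with the description of the libraries, and 16 of 16 columns were used. The gene-level tests used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. A gene was tested if it had at least 1 CPM in at least 1 of the 16 libraries (21309 genes). TMM factors ran from 0.977 to 1.02. Each group had 1 mean, dispersions were estimated with edgeR's default trend, and 12 residual degrees of freedom remained. Each comparison used edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment over the tested genes. SEs of log2FCs are the absolute log2FC divided by the square root of F. The 5 comparisons were low against normal light in Col-0 and in bhlh89,91, bhlh89,91 against Col-0 in normal and in low light, and the difference of the light responses (interaction). A DEG has an adjusted p under 0.01 and an absolute log2FC of at least 1, and the transcription factors of Supplementary Table S2 were judged at an adjusted p under 0.05.

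The genes named are every gene of the paper's text, Supplementary Table S2 and Table 1, ABCG31 and BHLH138, and for each of the 4 comparisons the 3 DEGs with the largest rise and the 3 with the largest fall among DEGs with a mean of at least 5 CPM and no overlap between the libraries of the groups. Members of a gene list are named where its result needs them. A group whose libraries all hold 3 counts or fewer counts as being at the floor, and a fold against it is given as a lower bound.

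Gene lists were written by name and locus and matched strictly to a table of gene names, which covers 21144 (99.2%) of the tested genes: 338 of 363 entries in 25 lists matched. For the scores this leaves 5 of 8 tapetum transcription factors, 18 of 23 Table 1 genes and none for the list that holds BHLH138 alone, while results per gene use every gene of Supplementary Table S2 and Table 1 by locus. Tested genes number 4 of 4 for spermidine, 2 of 2 for ABCG, 11 of 12 for flavonoids, 8 of 11 for oleosins, 21 of 22 for meiosis, 13 of 14 for exine and tapetum, 21 of 36 for late pollen, 3 of 7 for the sperm lineage, 7 of 7 for light response, 6 of 7 for sugar starvation, 5 of 5 and 6 of 6 for the morning and evening clock, 5 of 6 for reference genes, 26 loci from 34 IAA names (3 of them ARF genes matched by alias, 1 under 3 names), 9 of 19 GH3, 36 of 79 SAUR, 8 of 10 type-A and 8 of 11 type-B ARR, 10 of 14 PYL, 7 of 9 PP2C, 10 of 10 SnRK2 and 6 of 6 ABF. The spermidine genes are all members of the Table 1 list, which also shares ABCG9 with the ABCG list and GRP17 with the oleosin list. The Table 1, spermidine and ABCG lists come from the paper, and the GRP members of the oleosin list from Supplementary Table S5. The paper reports these genes for their responses in the same libraries. A score is the mean log2-CPM (TMM, prior count 2) of the tested members in a library. Scores were compared by exact two-sided permutation of 4 against 4 libraries, where the smallest possible p is 0.0286, and the interaction by exact permutation of the genotype labels within each light condition, with Benjamini-Hochberg adjustment over the lists of each comparison. The null of this interaction permutation is no genotype difference at all. A genotype difference of like sign in both light conditions widens it, so the permutation can miss an interaction.

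The comparisons, gene lists, limits and alternatives were fixed before the data were examined. The alternatives were limma-voom, DESeq2, RLE factors and library size in place of TMM, no filter, 1 CPM in at least 4 samples, a fit of only the groups compared, a robust fit, limma-trend on log2(TPM + 1) and log2(TPM + 0.1) with the filter and on log2(TPM + 1) without it, an adjusted p under 0.05, no fold limit, scores from log2(TPM + 1), log2(TPM + 0.1) or a prior count of 0.5, ward.D2 linkage, 8 or 12 clusters and the union of limma-voom DEGs, and each library left out in turn. Ranges over the planned methods refer to the methods of gene testing in this list. The pipeline was tested on simulated data: of 200 genes changed by an absolute log2FC of 2 among 20928, edgeR called 195 (97.5%) with 1 other gene, and 188 (94%) for an interaction with 1 other gene, and comparisons without a change gave 0 DEGs. limma-voom called 195 and DESeq2 197 of the same genes (5 others with DESeq2), and limma-trend 192 of 200 among 21004 genes. Counts of DEGs were set beside those from other divisions of the libraries, all 35 for a comparison of 2 groups and 100 of 2450 for the interaction.

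Libraries were treated as unpaired: the column numbers of the values map to groups and not to the replicate labels. The paper gives a growth temperature of 21 °C and the sample labels 22 °C. Enrichment of GO terms and KEGG pathways, the direct targets of AMS, the network analysis and the qRT-PCR values were not analysed here. Supplementary Table S3 was used for the 1998 genes of the copy at hand.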

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

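Of the tests in this part, those on the number of DEGs under other divisions of the libraries, on scaling, on the harvest time and age of the Col-0 buds and on swapped libraries were set out before the results, and the remaining 15 tests only after the result was seen.

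Some libraries lie far from the rest of their group by Dixon's ratio (gap over range). Of 306 groups of 4 libraries 34 passed its critical value, where chance gives 1 in 20, or 15.3. Of these 14 concern Col-0 normal light column 3 and 8 bhlh89,91 normal light column 4. For total counts the libraries are Col-0 low light column 2 (0.904), bhlh89,91 normal light column 4 (0.949) and bhlh89,91 low light column 3 (0.874).

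In Col-0 normal light column 3 the TPM stood apart for EXL4 (0.993), EXL6 (0.861), CYP98A9 (0.833), GRP17 (0.858), LTPG3 (0.963), LTPG4 (0.893), NIP4-1 (0.934), TOL8 (0.931), ENODL5 (0.872), CEP1 (0.967), AT1G12010 (0.833), AT3G14040 (0.983), AT3G28980 (0.997) and AT3G28830 (0.986). In bhlh89,91 normal light column 4 it did for ABCG9 (0.984), MYB101 (0.855), TSM1 (0.874), AT3G28980 (1, the other libraries being equal) and AT3G28830 (0.994), and for the scores of the spermidine (0.836) and ABCG lists (0.919). The others are FST1 in bhlh89,91 low light column 2 (0.850), TOL8 in bhlh89,91 normal light column 2 (0.886), TSM1 in Col-0 low light column 4 (0.885), CEP1 and AT1G12010 in Col-0 low light column 1 (0.925 and 0.891), FSD1 in bhlh89,91 low light column 3 (0.929), sks14 in Col-0 low light column 3 (0.868), SEN1 and the sugar starvation score in Col-0 normal light column 4 (0.934 and 0.845) and the PYL score in bhlh89,91 low light column 4 (0.900).

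The same 2 libraries account for most of the pattern. Different shares of late-stage buds are a candidate explanation: within groups the Table 1 score would then go with the late pollen score. The correlation of the deviations from the group means over the 16 libraries was r = 0.285 (two-sided permutation p = 0.495, Benjamini-Hochberg adjusted p = 0.555). It was -0.268 for the sperm lineage, -0.149 for meiosis and 0.345 for exine and tapetum genes. The 2 farthest libraries here were bhlh89,91 normal light column 4 and Col-0 normal light column 4. Without them r was 0.320, -0.037, -0.215 and -0.091 in the same order, with Col-0 normal light column 3 kept. These values do not decide, and a mixed share of stages cannot be told apart from variation of the tapetum genes alone. Depth was not tested as a cause: bhlh89,91 normal light column 4 has the smallest total (20419619, group median 22054071), whereas Col-0 normal light column 3 (23115743) lies within the range of its group.

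Effects that differ between the genotypes were found by the interaction test of edgeR, and all of them were tested. At the DEG limits 496 genes differ. Among the genes named the difference of the light responses (bhlh89,91 minus Col-0) was 0.70 for TDF1, and, among the genes of Table 1, -6.30 for EXL4, -5.71 for CYP98A9, -5.65 for EXL6, -5.39 for EXL5, -4.96 for BGLU20, -4.85 for CYP98A8, -4.63 for FST1, -3.84 for SHT, -3.66 for TSM1, -2.65 for ABCG9, -2.54 for CDG1, -2.48 for LHT2, -2.24 for GASA10, -2.18 for MYB101, -2.09 for LBD27, -2.09 for SBT5.4, -2.07 for YSL3 and -1.83 for SWEET8. For ABCG31 it was -1.90, and among the genes of largest change -4.57 for ENODL5, -4.84 for ENODL6, 3.66 for AT1G12010 and -2.32 for ACD6. Among the list scores it was -3.78 for Table 1, -4.58 for spermidine, -2.33 for ABCG, 0.32 for meiosis, 0.0774 for reference genes, -0.51 for IAA-named and -0.34 for ABF genes.

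The real grouping gave 1 of the 35 splits with as many DEGs for low against normal light in Col-0, 1 of the 35 splits in bhlh89,91, 1 of the 35 splits for the genotypes in normal light and 1 of the 35 splits in low light. For the interaction 4 of the 100 splits gave as many, the largest 884. These 4 all part the low-light libraries by genotype, as do 8 of the 100, and the largest count among those that mix them is 3. For the Table 1 genes the numbers are 1 of the 35 splits (Col-0 light), 1 of the 35 splits (genotypes in low light) and 1 of the 100 splits (interaction, the largest other 14). For the transcription factors they are 1 of the 35 splits in each of the 4 comparisons, and for the interaction of Supplementary Table S5 genes 2 of the 100 splits. For shares of DEGs the counts from other splits stand beside the result.

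The smaller rise of late anther genes in bhlh89,91 is a biological reading that the design offers, through the genotype. A scaling error was excluded: under RLE factors or library size, 21 of the 23 Table 1 genes were still raised DEGs in Col-0. The reference genes moved far less than the Table 1 genes. A harvest time that differs between the genotypes cannot be told apart from an effect of the genotype. The responses of the evening clock genes differed by -0.32 (exact permutation p = 0.344). Their score was lower in the mutant in both light conditions (-0.40 and -0.72), which widens the null of this permutation, so it does not decide. Of the 6 genes, 2 had an interaction at an edgeR adjusted p under 0.05, both negative. A bud age that differs between the genotypes cannot be told apart from an effect of the genotype either. The meiosis responses differed by 0.32 (exact permutation p = 0.00367). Late pollen genes were lower in bhlh89,91 in low light (-0.95, exact permutation p = 0.0286), though a difference of their responses was unresolved (-0.39, exact permutation p = 0.567). For the rise itself in Col-0, older buds may contribute. The meiosis score fell by -0.41, as older buds would bring, and the late pollen score rose by 0.36 (exact permutation p = 0.429), or by 0.77 (exact permutation p = 0.0286) without Col-0 normal light column 3, which lies at 1.62 against -0.23 to 0.22 in the other libraries of its group. The exine and tapetum genes mostly fell (-0.41), A7 (1.33) and ATA20 (1.44) excepted. Older buds and a response to light cannot be told apart by these values, nor can the harvest time: the evening clock score rose by 2.43 in Col-0, with ELF4 at 4.63, and LHY of the morning clock list was at -3.24, which low light could bring as well.

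Large rises were also found in genes that the paper does not discuss. In Col-0 under low light these are ENODL5 (6.73), ENODL6 (6.20) and DRM2 (6.09), and in bhlh89,91 CEP1 (8.78), AT1G12010 (6.60) and DRM2 (6.11). DRM2 (AT2G33830) is also a member of the sugar starvation list. Relative to Col-0 the mutant was higher in normal light for WAK3 (7.49), AT1G75945 (7.41) and QQS (5.34), and in low light for WAK3 (at least 176-fold), AT1G75945 (at least 187.6-fold) and CEP1 (6.52). WAK3 and AT1G75945 were high in every library of the mutant, at 19.1 ± 6.24 and 96.1 ± 11.2 TPM (SD) in the mutant in normal light. No biological explanation was tested for them, and differences of background between the lines are possible. A link to the insertion sites was excluded as the general source, since most of the shared genotype DEGs lie elsewhere: of the 400 genes within 100 genes of bHLH89 and bHLH91, 3 (0.75%) were genotype DEGs in both light conditions, against 195 of 20744 elsewhere (0.940%; Fisher exact two-sided p = 1).

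Lists the paper does not discuss moved too. Sugar starvation genes rose by 3.09 in Col-0 and 3.05 in bhlh89,91, and evening clock genes by 2.43 and 2.11. Relative to Col-0, morning clock genes were higher in the mutant by 0.93 in normal and 0.67 in low light, and sugar starvation genes were lower in both (-2.22 and -2.26; exact permutation p = 0.0286 for each of these scores). After Benjamini-Hochberg adjustment over the lists the scores of bhlh89,91 light are at an adjusted p of 0.0857 and those of the genotypes in normal light at 0.0686. A harvest at another time of day might bring such clock differences between genotypes, and the morning score of 0.93 against an evening score of -0.40 is consistent with it. Harvest time and an effect of the genotype cannot be told apart, because the times are not part of the design. For the rise of sugar starvation genes, lower light is the biological explanation that the design offers. It does not cover their lower level in the mutant, which was seen within each light condition (-2.22 and -2.26).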

How the results depend on the processing

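The values number the columns of every group 1 to 4 while the labels number the replicates 1, 2, 3 and 5 or 2, 3, 4 and 5, so that the planned replicate block was replaced by a replicate block on the column number, chosen after seeing the data. Of 24 pairs of same-numbered columns 6 had deviations from the group means correlated over 0.1 (range -0.200 to 0.244), and in 0 of 6 pairs of groups did all 4, so that the columns share only a number. Under this block 1851 genes were DEGs of Col-0 light, 693 of bhlh89,91 light, 350 and 1288 between the genotypes in normal and low light and 489 for the interaction, none moved by over 1.5 times. Of the Table 1 genes 2 were DEGs of bhlh89,91 light and 2 between the genotypes in normal light, against 1 each. Of 185 values of genes 176 kept their call and sign, and of the genes that were not DEGs GRP17 in bhlh89,91 light (0.78) and LTPG4 between the genotypes in normal light (0.0254) changed sign. Also chosen after seeing the data, Col-0 low light was divided so that no library is shared. A mean of 593 genes were then DEGs of Col-0 light and opposite DEGs of genotype in low light. With both comparisons on the same 2 libraries the mean was 640, and with all 4 libraries the count was 808. All other alternatives were planned.

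Counts of DEGs stayed within 1.5 times of the reported count in 53 of 64 comparisons with another setting and in 79 of 80 without 1 library. The order of the 4 counts (Col-0 light, genotype in low light, bhlh89,91 light, genotype in normal light) was kept under all alternative methods. With RLE factors every list score stayed the same, and with RLE factors or library size no DEG count moved. Looser limits admit more genes by construction. With no fold limit 9627 genes passed in Col-0 light, 4268 in bhlh89,91 light, 1434 between the genotypes in normal light, 7618 in low light and 2377 for the interaction, and with an adjusted p under 0.05 at the same fold limit 527 between the genotypes in normal light and 879 for the interaction.

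limma-trend on log2(TPM + 1) gave 460 DEGs in bhlh89,91 light, and 434 with no filter. With no filter it gave 213 and 859 between the genotypes in normal and low light. The DEGs shared in the same direction by both light responses fell to 282 and, with no filter, to 268. With the same filter, limma-trend on log2(TPM + 0.1) gave 664 DEGs in bhlh89,91 light. Between the genotypes in normal and low light it gave 308 and 1257, against 232 and 888 on log2(TPM + 1). In the simulated data log2(TPM + 1) returned changes of 2 at a median of 1.87. The lower counts thus go with the larger pseudocount, and other causes were not tested.

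Of the Table 1 genes 0 were DEGs of bhlh89,91 light with limma-voom, with only the groups compared, with a robust fit and with the 3 limma-trend settings, and 2 with DESeq2. The reported count is 1, and 9 of the 23 have an unadjusted p under 0.05. Between the genotypes in normal light 2 were DEGs with DESeq2. The number of transcription factors with an interaction fell from 1 to 0 with the 3 limma-trend settings, where 1 had an unadjusted p under 0.05 in the reported fit. The cause was not tested.

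Some genes that were not DEGs changed sign, and the cause was not tested. In bhlh89,91 light EXL4 was at 0.33 with limma-voom, and GRP17 at 0.81 with limma-voom, 0.65 with limma-trend on log2(TPM + 1), 0.80 on log2(TPM + 0.1) and 0.65 with no filter. Between the genotypes in normal light bHLH10 was at -0.00316, -0.00325 and -0.00316 with the limma-trend settings, LTPG3 at 0.46 with limma-voom and 0.0346, 0.36 and 0.0346 with the limma-trend settings, and LTPG4 at 0.42 and 0.29, 0.38 and 0.29. For the interaction bHLH91 was at -0.00279 with limma-trend on log2(TPM + 0.1), NIP4-1 at 0.14 with DESeq2, and TOL8 at 0.0283 with DESeq2, 0.0146 with library size and 0.00162 with 1 CPM in at least 4 samples.

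Among scores, on log2(TPM + 1) the Table 1 score of bhlh89,91 light was -0.11, the flavonoid score between the genotypes in low light 0.32 (exact permutation p = 0.0571) and the light-response interaction -0.11. On log2(TPM + 0.1) the Table 1 score of bhlh89,91 light was -0.0156 and the SAUR score of Col-0 light 0.0102, and with a prior count of 0.5 the latter was 0.0105. The cause was not tested.

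Across the 16 fits that each left out one library, the DEG count between the genotypes in normal light ran from 225 (without Col-0 normal light column 4) to 369. The number of Table 1 DEGs ran from 0 to 3 in bhlh89,91 light and from 1 to 2 between the genotypes in normal light, both largest without bhlh89,91 normal light column 4. That of transcription factors with an interaction ran from 0 (without bhlh89,91 low light column 2) to 2 (without bhlh89,91 low light column 4).

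Log2FCs that changed sign ran, in bhlh89,91 light, from -0.22 to 0.0248 for MS188, from -0.19 to 0.12 for MS1, from -0.58 to 0.50 for GRP17, from -0.0147 to 0.24 for LHT2, from -0.0201 to 0.30 for YSL3 and from -0.13 to 0.14 for ABCG31. Between the genotypes in normal light they ran from -0.0450 to 0.0855 for bHLH10, from -0.60 to 0.14 for CYP98A8, from -0.22 to 6.04 for EXL4, from -0.0261 to 0.83 for FST1, from -1.43 to 1.91 for LTPG3 and from -0.54 to 1.62 for LTPG4, and in low light from -0.0283 to 0.22 for MS188. For the interaction they ran from -0.0787 to 0.16 for bHLH91, from -3.47 to 0.36 for NIP4-1 (at the floor in bhlh89,91 normal light) and from -2.03 to 1.01 for TOL8. The largest of these shifts come without Col-0 normal light column 3, the library with high EXL4, LTPG3 and LTPG4.

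For scores the ranges were -0.57 to 0.31 (Table 1, bhlh89,91 light), -1.94 to -1.18 (spermidine, bhlh89,91 light), 3.03 to 4.62 (oleosin, Col-0 light), -0.62 to 0.56 (oleosin, bhlh89,91 light), -2.59 to -1.95 (oleosin, genotypes in low light), -4.53 to -2.94 (oleosin, interaction), -0.0475 to 0.14 (exine and tapetum, genotypes in normal light), -0.20 to 0.0448 (the same, low light), -0.25 to 0.000431 (the same, interaction), -0.23 to 0.16 (late pollen, bhlh89,91 light), -0.12 to 0.0103 (sperm lineage, interaction), -0.36 to 0.24 (sugar starvation, interaction), -0.0533 to 0.0420 (SAUR, Col-0 light), -0.0449 to 0.15 (PYL, bhlh89,91 light) and -0.15 to 0.0855 (PP2C, interaction). The oleosin interaction is no longer under 0.05 without bhlh89,91 normal light column 2 (-3.15, exact permutation p = 0.0539), Col-0 normal light column 1 (-3.26, exact permutation p = 0.0518) or Col-0 normal light column 4 (exact permutation p = 0.0604), and the late pollen score of Col-0 light reaches an exact permutation p of 0.0286 without Col-0 normal light column 3 (0.77).

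Of 2001 values of single genes under another setting 1917 stayed the same, 34 became weaker, 29 stronger and 21 reversed, and of 2960 without 1 library 2809, 73, 35 and 43. Of 400 list scores 382 stayed the same, 11 became weaker, 2 stronger and 5 reversed, and of 992 without 1 library 876, 81, 7 and 28.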

Differences from the paper's values

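The tests in this part were all set before the results were seen. Of 85 values compared with the paper's, 49 from its text and 36 from its supplement, 7 differ, and all are log2FCs of Table 1 genes for low against normal light in Col-0. The paper gives 8.55 for EXL4, 7.19 for EXL6, 5.28 for GRP17, 5.26 for LTPG3, 4.77 for LTPG4, 4.48 for NIP4-1 and 3.51 for TOL8, and the values here are 5.04, 4.78, 3.45, 3.63, 3.8, 2.52 and 2.49.

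Among the 11 alternatives of gene testing set before the data were examined, limma-voom brought all 7 within their error, with 8.54, 7.19, 5.28, 5.27, 4.77, 4.48 and 3.51 in the same order. limma-trend on log2(TPM + 0.1) did so for EXL4, EXL6, GRP17, LTPG3, LTPG4 and TOL8, and limma-trend on log2(TPM + 1), with and without the filter, for EXL4, GRP17 and LTPG4. DESeq2, RLE factors, library size, no filter, 1 CPM in at least 4 samples, the groups compared alone and the robust fit closed none of these gaps. Without Col-0 normal light column 3, EXL6 and GRP17 came within the error, and no other fit without 1 library closed a gap. With limma-voom every one of the 79 log2FCs compared lay within 0.0132 of the paper's. Each of the 4 DEG counts lies within 1.5 times the paper's, the limit for calling counts different. Those of bhlh89,91 light (728, the paper's 634) and of the genotypes in normal light (338, the paper's 289) are higher here, and limma-voom gives 638 and 293.

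On calls of genes, the paper lists GRP17 and NIP4-1 as raised in Col-0 under low light, and here their edgeR adjusted p-values were 0.0161 and 0.0114. limma-voom and the 3 limma-trend settings call both, DESeq2 calls GRP17 and 1 CPM in at least 4 samples calls NIP4-1. The paper lists TOL8 as lower in bhlh89,91 than in Col-0 in low light, and here its edgeR adjusted p was 0.0101, while limma-voom and 7 other settings call it. The paper states that DYT1 falls in bhlh89,91 under low light, and here the edgeR adjusted p was 0.0649, with limma-voom alone under 0.05 (0.0432). The paper has SHT unchanged in bhlh89,91 under low light, and here it is a DEG (-1.89, edgeR adjusted p = 0.00873), which limma-voom (adjusted p = 0.0230), only the groups compared, the robust fit and the 3 limma-trend settings do not call.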

Other observations

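The tests of paralogs, insertion side, neighbouring genes and linkage were chosen only after the result was seen, and that of swapped libraries before.

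Transcripts of bHLH89 and bHLH91 remain in the bhlh89,91 libraries. Swapped or mixed libraries were excluded as the reason: 3 counts of BHLH138, which has 0 in each library of the mutant, would allow 1.87% of Col-0 RNA. Reads shared between paralogs were excluded too, as 0% of the 31-base sequences of bHLH89 (0 of 1676) or bHLH91 (0 of 1663) occur in another of the 3 genes. Reads from the part of the transcript 5' of the insertion could explain the 76.3% of bHLH91 that remains. Values per gene show no position, so this and a partial loss of expression cannot be told apart. The paper places the insertions in exon 1, and the qRT-PCR primers of both genes lie in exon 3 of 4 in the reference used here (TAIR10.1). In normal light the paper's qRT-PCR found a far smaller share of both genes left in bhlh89,91 than the values per gene do. That goes with reads 5' of the insertion, but the qRT-PCR values were not analysed here.

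BHLH138, between bHLH91 and bHLH10, is at 0 in the mutant. It was at 5.45 ± 0.832 TPM (SD) in Col-0 in normal and 7.15 ± 2.54 TPM (SD) in low light, at least 5.76-fold and 7.63-fold above the mutant. Loss of a segment that holds all of bHLH91 or bHLH10 was excluded, since both keep at least 76.3% of their Col-0 level. A loss from the insertion in bHLH91 through BHLH138 was not, since values per gene show no position. Of its 360 sequences of 31 bases, 12 (3.33%) occur in bHLH10. Loss of BHLH138 alone or with part of bHLH91, a different transcript in the line, or a sequence difference from the reference stay open.

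Scores outside the paper's claims were as follows. Meiosis genes changed by -0.41 in Col-0 and -0.09 in bhlh89,91 under low light (exact permutation p = 0.0286 and 0.343), an interaction with exact permutation p = 0.00367; between the genotypes they differed by -0.19 in normal and 0.13 in low light (exact permutation p = 0.0286 and 0.143). Exine and tapetum genes changed by -0.41 and -0.57 (exact permutation p = 0.0286 each; interaction -0.16, p = 0.486), and by 0.0444 and -0.12 between the genotypes (exact permutation p = 0.629 and 0.771). Sperm lineage genes, 3 of 7 listed being expressed, changed by -0.18 and -0.24 (exact permutation p = 0.0286 and 0.0571; interaction -0.06, p = 0.672), and late pollen genes, 21 of 36 being expressed, by -0.03 in bhlh89,91 (exact permutation p = 0.886; interaction -0.39, p = 0.567) and by -0.56 and -0.95 between the genotypes (exact permutation p = 0.2 and 0.0286). Morning clock genes changed by -0.89 and -1.15 (exact permutation p = 0.0286 each; interaction -0.26, p = 0.613). Sugar starvation genes differed by -0.04 between the responses (exact permutation p = 0.975). Reference genes changed by -0.0532 and 0.0242 (exact permutation p = 0.0286 and 0.229; interaction p = 0.00327), which is small in log2 units. On log2(TPM + 1) the reference genes gave an interaction of 0.0641 (exact permutation p = 0.0853) and a Col-0 change of -0.0614 (exact permutation p = 0.0571), and the sperm lineage genes a Col-0 change of -0.0984 (exact permutation p = 0.143), so that these calls depend on the scale.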
